# Preventive *Trichuris suis* ova (TSO) treatment protects immunocompetent rabbits from DSS colitis but may be detrimental under conditions of immunosuppression

**DOI:** 10.1038/s41598-017-16287-4

**Published:** 2017-11-28

**Authors:** Irina Leonardi, Alexandra Gerstgrasser, Thomas S. B. Schmidt, Flora Nicholls, Bernhard Tewes, Roland Greinwald, Christian von Mering, Gerhard Rogler, Isabelle Frey-Wagner

## Abstract

*Trichuris suis* ova (TSO) have been tested for therapeutic application in inflammatory bowel diseases (IBD) yet understanding of the underlying mechanisms and safety in an immunocompromised host is limited due to lack of a suitable animal model. We used a recently established rabbit model of dextran sodium sulphate (DSS) induced colitis to study the efficacy, mechanisms and safety of TSO therapy in immunocompetent and immunosuppressed animals. TSO treatment prevented the DSS induced weight loss, delayed the onset of DSS induced symptoms by 2 days and significantly reduced the disease activity (DAI). TSO treatment protected caecal histology and prevented the colitis-associated loss in faecal microbiota diversity. Mainly the transcriptome of lamina propria mononuclear cells (LPMC) was affected by TSO treatment, showing dampened innate and adaptive inflammatory responses. The protective effect of TSO was lost in immunosuppressed rabbits, where TSO exacerbated colitis. Our data show that preventive TSO treatment ameliorates colitis severity in immunocompetent rabbits, modulates LPMC immune responses and reduces faecal dysbiosis. In contrast, the same TSO treatment exacerbates colitis in immunosuppressed animals. Our data provide further evidence for a therapeutic effect of TSO in IBD, yet caution is required with regard to TSO treatment in immunosuppressed patients.

## Introduction

The aetiology of inflammatory bowel disease (IBD) is complex and not fully understood, yet. Nonetheless, the increasing incidence in developing nations suggests that the environment plays a critical role in the pathogenesis of both ulcerative colitis (UC) and Crohn’s disease (CD)^1^. Among various factors, a clear inverse correlation exists between the prevalence of IBD and soil-transmitted helminthic infections^2^. According to the old-friends hypothesis, helminths are intestinal symbionts that co-evolved with the adaptive immune system and are thereby essential for its proper maturation and functioning^3^.

Immune-modulation exerted by helminths has been proposed for the prevention and treatment of various immune-related diseases^4^. Different nematode species have been shown to suppress inflammation in mouse models of experimental colitis, mainly through the action of their excretory secretory (ES) products^5^. ES products of *Ancylostoma species* reduced Th1 and Th17 responses and ameliorated inflammation in models of chemically induced colitis^6–8^. *Acanthocheilonema vitae* secreted a Cystatin that reduced inflammatory macrophages in the colon and the local production of inflammatory cytokines while increasing the numbers of regulatory T cells (Tregs) in dextran sodium sulphate (DSS) colitis^9^. ES produced by *Nippostrongylus brasiliensis* directly suppressed IL-12p40 production by DCs^10^ *. Heligmosomoides polygyrus* caused the expansion of tolerogenic DCs that blocked antigen-specific IFNγ and IL-17 T cell responses and attenuated colitis^11,12^. Mice previously infected with *Trichuris muris* recovered faster from DSS colitis and showed an increased regeneration of the mucosa suggesting that the protective effect of intestinal nematodes can persist after their clearance from the intestine^13^.

Besides their immunomodulatory role, intestinal nematodes might positively affect the dysbiosis observed during intestinal inflammation. The microbiota of IBD patients is characterized by decreased diversity, reduced abundance of *Firmicutes* (CD) or *Bacteroidetes* (UC) and increased abundance of Proteobacteria and/or Actinobacteria^14^. *H. polygyrus* has been shown to increase the abundance of *Lactobacillaceae* in the ileum of infected mice^15,16^. Similarly, the swine parasite *Trichuris suis* affected the abundance of Proteobacteria and Deferribacteres in the pig colon^17^. Whether the modulation of the gut microbiota also contributes to the therapeutic effect of helminths in intestinal inflammation has not been studied so far.

*T. suis* is the main helminth species tested in human subjects. Trials in human patients have been performed by administration of different doses of embryonated *T. suis* ova (TSO)^18^. The current view is that *T. suis* larvae hatch and transiently colonize the human intestine for some weeks without reaching sexual maturity^19^.

A recent Cochrane systematic review came to the conclusion that the evidence in support of the efficacy and safety of TSO for the treatment of IBD remains inconclusive^20^. The initial open-label studies showed promising clinical efficacy and safety^21^. Yet, larger multicentre studies failed to show a significant effect of TSO in comparison to placebo in mild to moderate IBD patients^22^.

The safety of helminth therapy in immunosuppressed individuals, that constitute the majority of IBD patients, is a major concern. Although the initial studies did not report severe adverse effects among the immunosuppressed patients receiving TSO^23^, Kradin *et al*. reported the case of an invasive iatrogenic infection in an immunosuppressed CD patient^24^. Of note, the nature of IBD itself might mask the presence of TSO induced symptoms, thereby complicating the assessment of the side effects of TSO.

To date, the lack of a suitable animal model has hampered detailed investigations into the mechanisms and safety of TSO treatment for IBD. Since the course of a *T. suis* infection in the rabbit intestine is similar to the transient colonisation proposed for humans, we recently developed a colitis model in rabbits by administration of DSS^25^. Here, we used this model to investigate the efficacy and safety of a preventive TSO therapy as proposed for IBD patients for maintenance of remission, in immunocompetent and immunosuppressed animals.

## Results

### TSO prevent colitis in immunocompetent rabbits

To investigate whether TSO can ameliorate the outcome of colitis, we administered three doses of 2500 TSO prior to the administration of DSS (Fig. 1A). Following DSS administration, vehicle treated rabbits (Veh) rabbits exhibited watery diarrhea and significant weight loss in comparison to the control starting on day five of DSS administration and continuing until the end of the experiment. In contrast, TSO treated animals maintained the constant weight gain observed in age-matched healthy controls (Fig. 1B, Supplementary Figure 1) thus that there was a significant difference in weight change between the TSO DSS and the DSS group on day 9 and 10 after start of DSS administration. Concurrent to weight loss, Veh animals developed severe symptoms. At day 9 after the start of DSS administration, they had reached an average disease activity index (DAI, Fig. 1B) of 1.6 ± 0.8. In contrast, TSO treatment delayed the onset of symptoms and reduced the disease severity significantly (DAI at day 9: 0.7 ± 0.2, P < 0.05 in comparison to the Veh-DSS group). Importantly, TSO treatment alone did not induce any weight loss and no symptoms were observed in healthy animals (Fig. 1B and C).

**Figure 1:**
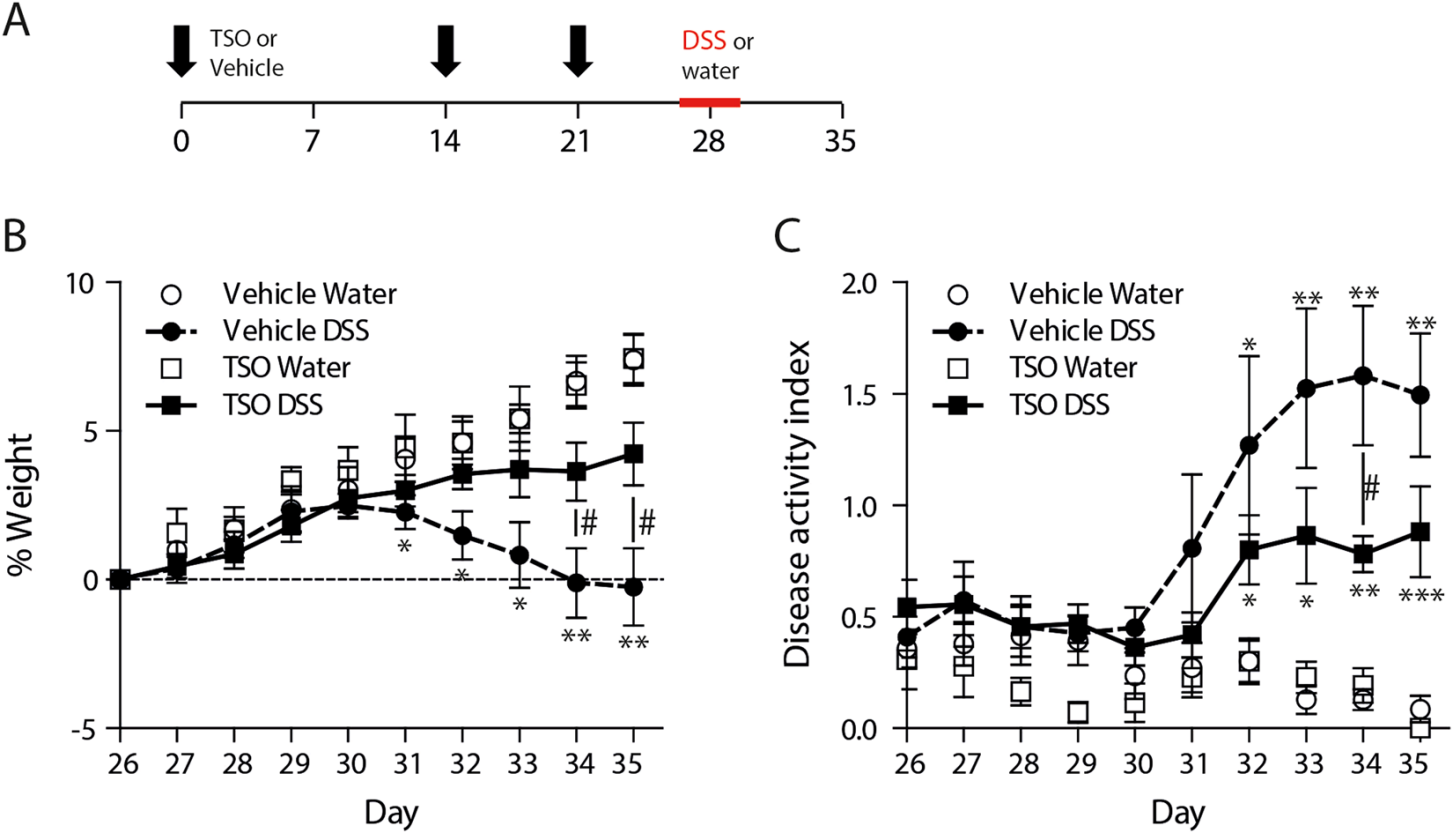
Preventive TSO treatment ameliorates DSS colitis. (**A**) NZW rabbits received 2500 TSO at day 1, 14 and 21 (intra-gastrically). At day 26 colitis was induced by administration of 0.1% DSS in the daily beverage for 5 days. (**B**) Body weight is shown as percentage of individual weight at start of DSS colitis induction (day 26). (**C**) Clinical symptoms (reduction in food and beverage intake, fur cleanliness, weight loss and stool consistency), were scored daily and summarized as disease activity index (DAI). Bars show mean ± SEM, *P < 0.05, **P < 0.01, ***P < 0.001, two-sided p-Value, Mann-Whitney test relative to the vehicle DSS group (#) and to the vehicle water group (*). Data are pooled from two independent experiments with n = 3–4 rabbits per group.

### TSO prevent severe histopathology in the caecal mucosa

We next examined the effect of TSO on the DSS induced caecum inflammation. Histologically, the caecum of TSO treated healthy rabbits did not show any sign of epithelial damage or villous stunting yet some changes in crypt architecture were visible (Fig. 2A). As expected, TSO induced a strong infiltration of eosinophils into the lamina propria even in the absence of DSS administration (Fig. 2B), leading to a significantly increased peroxidase activity (Fig. 3A). In Veh animals, DSS triggered a caecal pathology characterized by profound morphological changes and a marked infiltration of lymphocytes into the lamina propria and into the epithelium (Fig. 2C,D and E). TSO partially protected the caecal mucosa from the DSS-induced morphological changes and reduced lymphocyte infiltration into the mucosa (Fig. 2A). Blinded semi-quantitative scoring of morphological and inflammatory histological parameters showed that TSO prevented the development of histological damage in half of the treated animals (Fig. 2C,D and E). This observation, suggests the existence of individual-specific factors that might modulate the efficacy of TSO treatment. Innate leukocyte invasion was assessed by measurement of the peroxidase activity. The overall peroxidase activity was increased in the TSO treated animals even in the absence of DSS induced injury (Fig. 3A). This increase was due to a TSO induced infiltration of eosinophils as treatment with the eosinophils’ peroxidase (EPO) inhibitor aminotriazole (AMT) reduced the peroxidase activity in the TSO treated animals and revealed a trend towards decreased neutrophil infiltration in the TSO DSS animals (Fig. 3B).

**Figure 2:**
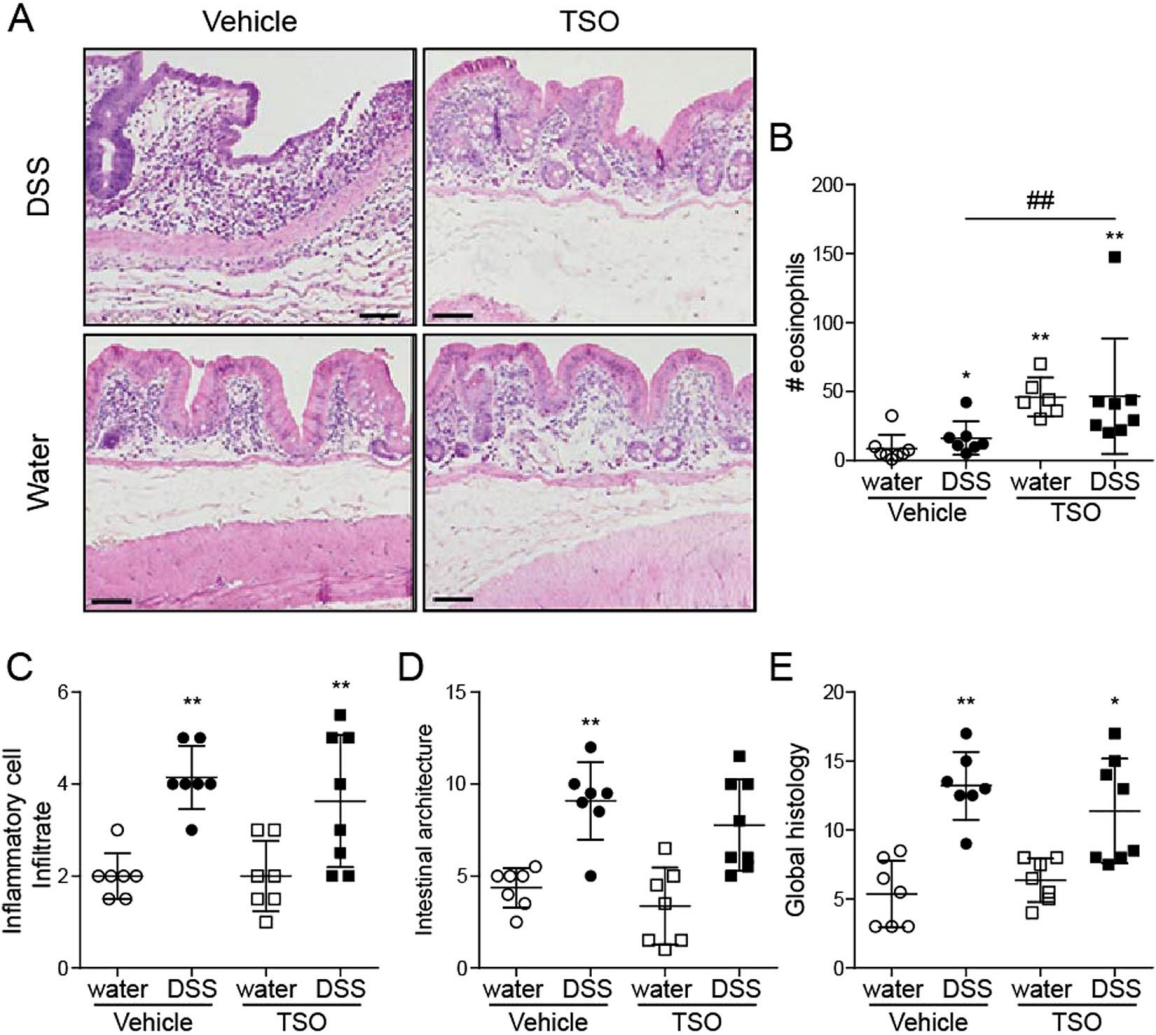
TSO treatment reduces the caecum histopathology of DSS colitis. Caecal samples were collected after euthanasia at day 35. (**A**) HE stained caecum sections from vehicle or TSO treated rabbits with or without colitis induction. Bars = 100 µm. (**B**) Inflammatory cell infiltrate score based on the lymphocyte infiltrate into the lamina propria and epithelium (2–8). (**C**) Intestinal architecture score based on independent scoring of villous stunting, epithelium damage and crypt distortion (3–12). (**D**) Inflammatory cell infiltrate and intestinal architecture score were summarized to a combined histology score (5–20). (**E**) Quantification of the average number of eosinophils within a 40 x field of caecum. Data are pooled from two independent experiments with n = 3–5 animals per group. For the scoring, three caecal samples per rabbit were collected and evaluated separately for at least three rabbits per group. *P < 0.1, **P < 0.05, two-sided p-Value, Mann-Whitney test relative to vehicle water control (*) or to vehicle DSS (#). Dots represent single animals, bars represent mean ± SEM.

**Figure 3:**
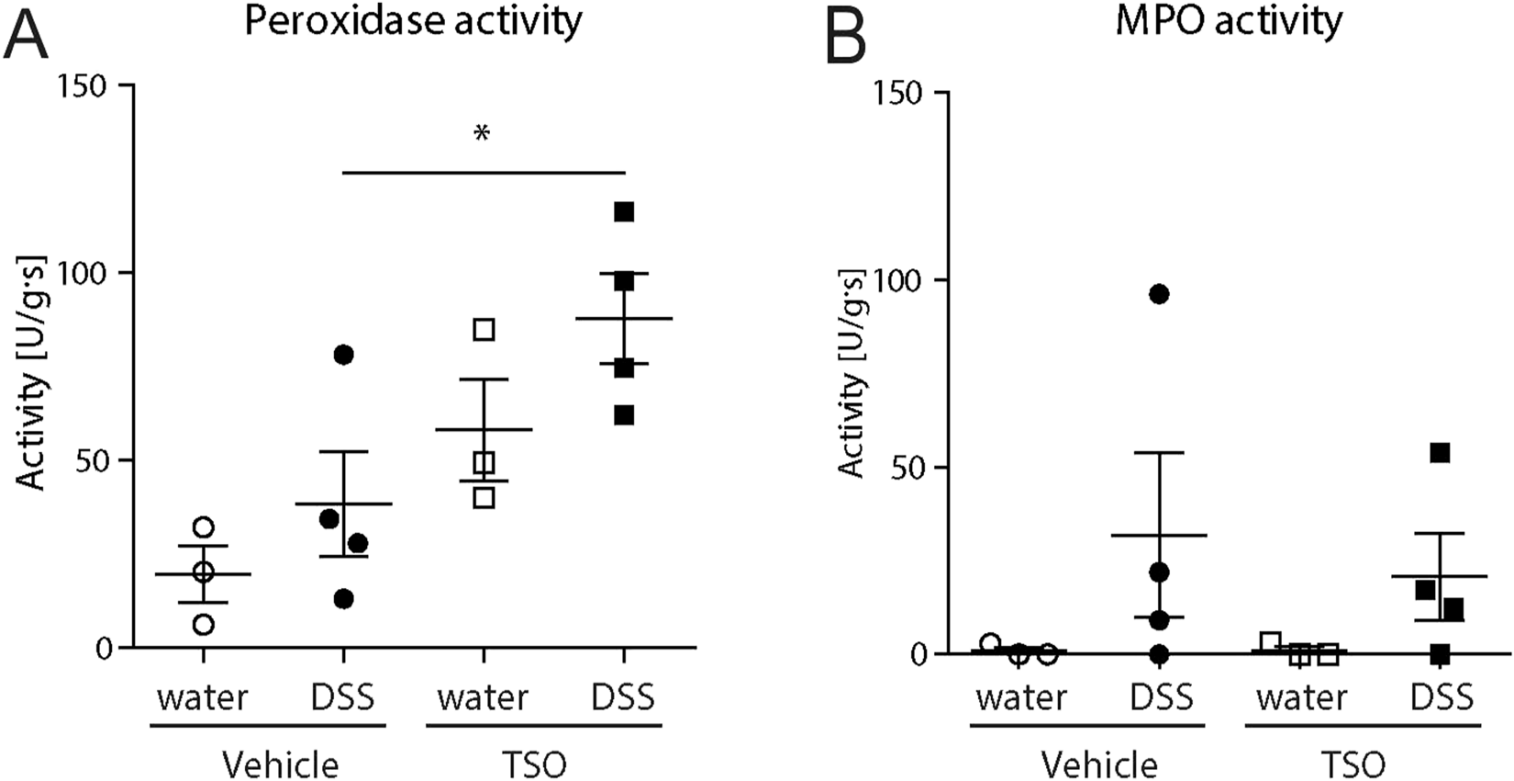
Neutrophil and eosinophil infiltration into the caecum. Infiltration was determined indirectly by measuring the caecal peroxidase activity. Caecal specimens were excised and homogenized. The supernatants were assayed for the determination of peroxidase activity with (**B**) or without (**A**) the selective eosinophil-peroxidase inhibitor aminotriazole (AMT). Activity was normalized to the total protein content as determined by BCA test. Dots represent single animals, n = 3–5 animals per group, bars show mean ± SEM, *P < 0.05, unpaired t test.

### TSO influence the faecal and caecal microbiota

The immune-effect of intestinal helminths has been linked to the modulation of intestinal microbiota^16^ Since *T. suis* resides in close contact with caecal commensal bacteria, we hypothesized that TSO administration might be associated with distinct changes in the bacterial community in the caecum and, as a consequence, in the faeces. We therefore assessed how *T. suis* influences the microbial community in healthy and colitic rabbits.

In faeces, DSS treatment caused a statistically significant decrease in both richness (P < 0.05, Abundance-based Coverage Estimator, ACE) and Shannon diversity^26,27^. This loss of richness and diversity was significantly reduced by pre-treatment with TSO (Fig. 4A,B).

**Figure 4:**
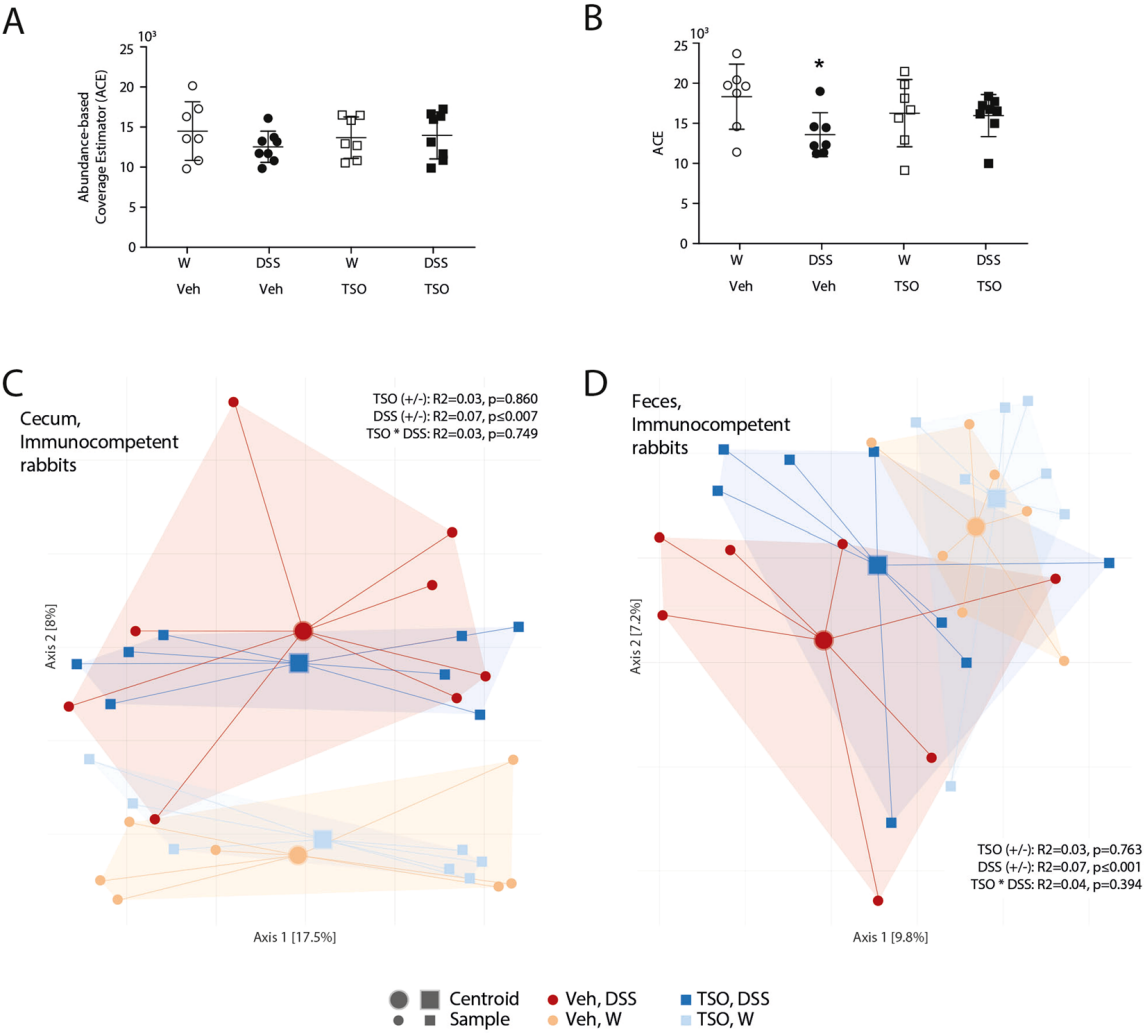
TSO partially prevents the DSS induced shift in gut microbiota composition. Microbiota richness in caecum (**A**) and faeces (**B**) as assessed by abundance based coverage estimator, (ACE). PCoA ordination based on Bray-Curtis dissimilarities show shifts in community composition for caecal (**C**) and faecal samples (**D**) in response to DSS treatment in immunocompetent animals. The percentage of variation explained is given in parentheses, Increasing distance in two-dimensional space represents increasingly dissimilar communities.*P < 0.05, one-sided p-Value, Mann-Whitney test relative to vehicle water control. Dots represent single animals n = 7–8 animals per group, bars represent mean ± SEM.

We next compared the groups in terms of community composition in a Principal Coordinate Analysis (PCoA) based on Bray-Curtis dissimilarities. Permutation multivariate ANOVA (PERMANOVA) analysis revealed a significant effect of DSS on both caecal and faecal communities (P < 0.05, Fig. 4C,D). Although global analysis did not reveal clear clustering by TSO treatment, the abundance of several bacterial taxa showed significant variation between the groups. In faeces, TSO prevented the DSS-induced increase in members of the phylum *Bacteroidetes* and the decrease in *Firmicutes*. In the caecum, similar trends, although not significant, were observed (Supplementary Figure 2). To identify colitis-associated bacteria and investigate how TSO influenced their abundance, EdgeR was used to identify the differentially abundant OTUs with respect to the untreated control group (Fig. 5). Following DSS*, Bacteroidetes dorei, Desulfovibrionaceae sp, Eubacterium sp, Spiroplasma sp* and *Clostridium sp* abundances increased significantly relative to water-treated controls (FDR < 0.01). Further, the relative abundances of these OTUs in both caecum and faeces correlated strongly with different indicators of colitis severity (weight change, disease activity and histology score). In contrast, the frequency of several *Ruminococcaceae sp*. OTUs and other *Clostridiales* decreased upon DSS and had a strong negative correlation with colitis severity. Further, TSO prevented the colitis-associated peak of *B. dorei* and *Desulfovibrionaceae sp*. in the caecum.

**Figure 5:**
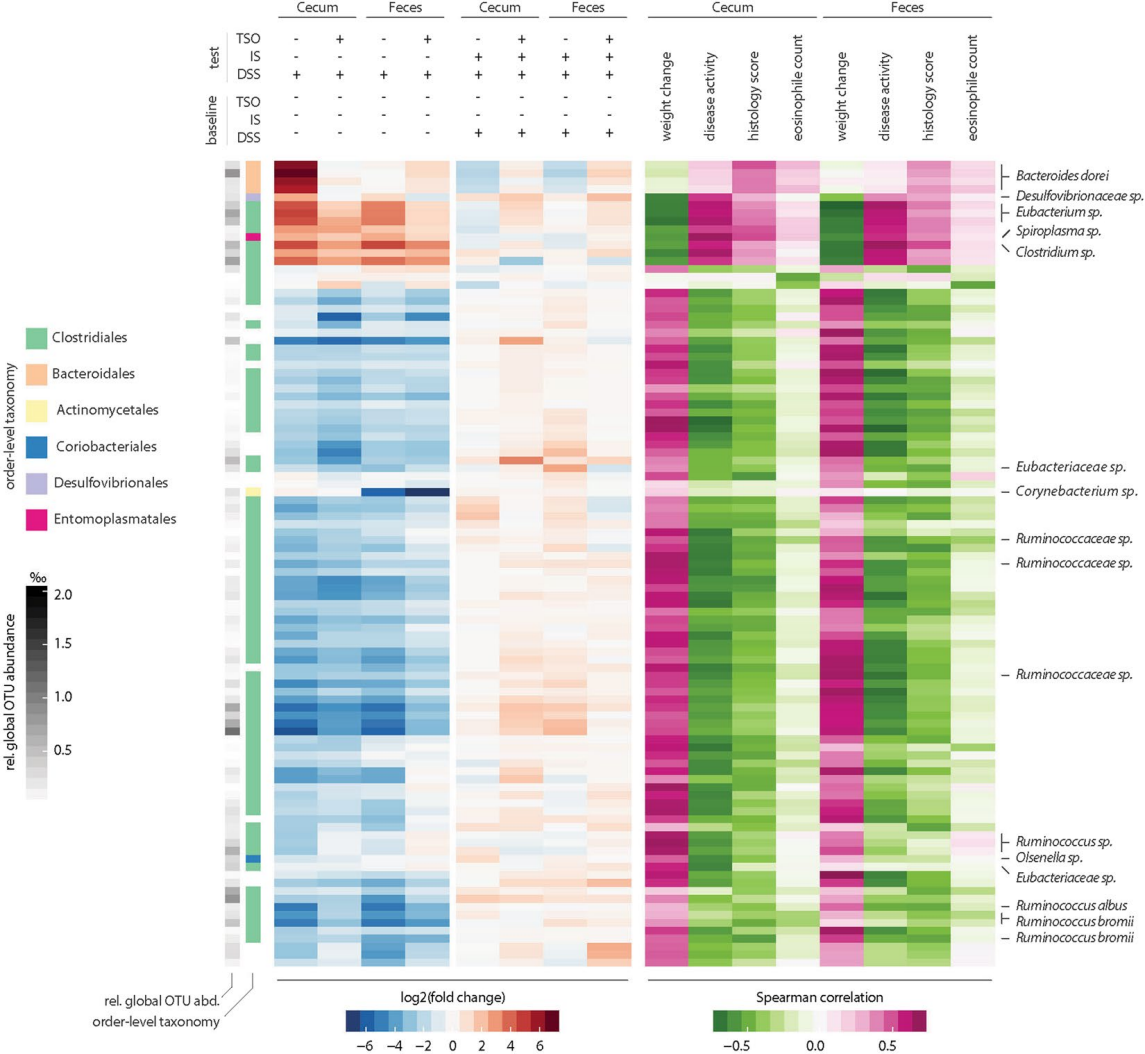
Association of individual OTUs with treatment and colitis severity. Differential OTU abundance in the caecal microbiota between treatment and baseline conditions were assessed using the R package *edgeR*. The top 100 OTUs showing the most significant abundance shifts (FDR < 0.01) in at least one tested condition or a strong correlation to at least one parameter of colitis severity (Spearman correlation, rho <|0.5|) are shown. The leftmost columns indicate global OTU size (relative abundance in the entire dataset) in shades of grey and order-level OTU taxonomy in pastel colours (white indicates unknown taxonomy at order level). Blue/red heat maps on the left indicate the fold change (log2|FC|) of OTU abundances between the test conditions; pink/green heat maps on the right indicate correlation strength to colitis severity parameters. OTUs were clustered on the y-axis based on Pearson distances of their fold changes across conditions.

### TSO modulate the IEC and LPMC transcriptome

To gain further insights into the mechanisms of TSO treatment, we performed genome wide expression analysis on intestinal epithelial cells (IEC) and lamina propria mononuclear cells (LPMC) isolated from caecum samples by RNA sequencing (RNAseq). 

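RNA of IEC and of LPMC from the caeca of 12 rabbits was sequenced, with 3 rabbits in each of 4 groups, which gave 24 libraries. TSO rabbits had received 3 doses of 2500 ova of the pig whipworm Trichuris suis and Veh rabbits the vehicle. DSS, a sulphated polysaccharide that damages the intestinal epithelium, was given at 0.1% in fennel tea for 5 days from day 26, Water rabbits received the tea alone, and tissue was taken on day 35. IEC and LPMC of a rabbit came from the same animal. All rabbits given DSS were kept in room A, and 1 Veh Water and 1 TSO Water rabbit in room B. The methods of the paper describe paired inserts, whereas the sample labels describe single-end reads.

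The authors deposited 6 tables of 17318 rabbit genes under Ensembl identifiers, each with the normalized signal of 3 treated and 3 Veh Water libraries of 1 cell type and the authors' own log2 ratio and p-values. Each table was scaled separately. The low values of each library were whole multiples of a single step, the value of 1 read, and 100% of the values under 1000 came out as whole reads. By these reads, IEC libraries held 13148478 to 27479877 reads for Veh Water (median 21449162), 14305600 to 26763487 for Veh DSS (median 19503300), 13338834 to 18689995 for TSO Water (median 13847471) and 15588310 to 23068548 for TSO DSS (median 17583088). LPMC libraries held 11158099 to 14042826 reads for Veh Water (median 11229149), 9275636 to 15770410 for Veh DSS (median 14437891), 10697869 to 14498971 for TSO Water (median 12631705) and 3685522 to 13831193 for TSO DSS (median 8281575), where the smallest library was that of TSO DSS rabbit 3. Mitochondrial genes took 9.06% to 46.5% of the reads.

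Within each table, limma was run on log2 of the deposited value plus a pseudocount of 1, over the 10985 to 11225 genes that the authors marked as present. Fold changes are on this scale, which understates the change of low genes. A gene was called differentially expressed at a Benjamini-Hochberg adjusted p-value under 0.05 and an absolute log2 fold change above 1. Every count given at an unadjusted p-value under 0.05 also requires an absolute log2 fold change above 1. TSO DSS and Veh DSS libraries, which share no deposited table, were compared on their recovered reads, scaled together by TMM. In simulated LPMC libraries of the same sizes, 143 of 200 genes changed 4-fold were called for TSO DSS against Veh Water, with 7 false calls, and 133 of 200 for TSO DSS against Veh DSS, with 14 false calls. Where no gene was changed, 0 were called in both. The changed genes were drawn from the more abundant genes, so these shares do not hold for low genes. Simulated genes vary independently of each other, unlike genes of the same rabbit. The simulation thus does not show how often genes that vary together are called falsely. The deposited tables pair the identifiers with no gene symbol, and the annotation used by the paper was not applied. The genes named by the paper are therefore not analysed here.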

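Average-linkage clustering on 1 minus Pearson's correlation, over 11748 genes, put all 24 libraries with their own cell type. Across genes, which are not independent replicates, the mean correlation between libraries was 0.955 within IEC, 0.946 within LPMC and 0.895 between IEC and LPMC. The nearest library of the same cell type belonged to the same group for 7 of the 12 LPMC libraries and for 4 of the 12 IEC libraries, against 2.18 of 12 by chance. TSO DSS libraries correlated with Veh Water libraries at a mean of 0.910 in LPMC and 0.942 in IEC, below the mean of 0.939 and 0.962 between TSO DSS libraries themselves. Veh DSS libraries, without TSO, correlated with Veh Water libraries at a mean of 0.957 in LPMC and 0.946 in IEC. Among Veh DSS libraries the means were 0.966 and 0.948, and among Veh Water libraries 0.967 and 0.976. In IEC the value of Veh DSS was thus close to that of TSO DSS. Without DSS, TSO Water libraries correlated with Veh Water libraries at a mean of 0.964 in LPMC, below the 0.971 among TSO Water libraries, and of 0.972 in IEC, above the 0.968 among them.

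In IEC, 401 genes were differentially expressed in TSO DSS in comparison to Veh Water, of which 389 were higher and 12 lower. The Veh DSS group differed from Veh Water by 10 genes in IEC, 3 higher and 7 lower, but at an unadjusted p-value under 0.05 most of the genes were higher, 584 against 137 lower. TSO Water differed from Veh Water by 0 genes in IEC and by 188 at an unadjusted p-value under 0.05 and the same fold change threshold. Over the alternatives, the TSO DSS result in IEC ranged from 127 genes, without TSO DSS rabbit 1 or with the spread estimated over all 12 IEC libraries, to 845 with the likelihood ratio test of edgeR on the recovered reads and 1110 with the unadjusted p-value.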

Hierarchical clustering (Supplementary Figure 3) revealed distinct expression profiles for EC and LPMC and highlighted a strong effect of TSO treatment particularly in LPMC, whereas the effect in EC was milder.

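In LPMC, 633 of 11059 genes were differentially expressed between the 3 TSO DSS and the 3 Veh Water rabbits. The values of the groups did not overlap for any of the 633 genes, and did not overlap for 29.7% of all tested genes, where chance gives 10%. The count depended on single rabbits. It was 1720 without TSO DSS rabbit 2, 465 without TSO DSS rabbit 3, which had the fewest reads, 99 without TSO DSS rabbit 1, and 22, 0 and 220 without Veh Water rabbit 1, 2 or 3; without Veh Water rabbit 2, 1300 genes passed at an unadjusted p-value under 0.05. The fit without TSO DSS rabbit 2 called 629 of the 633 genes. With every library thinned to the 3685522 reads of the smallest, 520 genes were called, 470 of them among the 633. The quasi-likelihood test on the recovered reads called 544 genes, 532 of them among the 633.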

In LPMC, we identified 511 differentially expressed genes (log2 fold change |FC| > 1, FDR corrected p-Value < 0.05) in the TSO DSS animals in comparison to the Veh Control group. 

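Of the differentially expressed genes in LPMC, 544 were lower in TSO DSS than in Veh Water, with a median log2 fold change of -3.05, and 89 were higher, with a median of 2.07. For 81 of the lower genes all TSO DSS libraries were at or under 3 reads; with these set to 3 reads, the median was -2.82. The lower genes fell in every TSO DSS library, by a median log2 change of -3.15, -2.57 and -3.24 in rabbits 1, 2 and 3. The 2 genes with the largest changes in each direction were taken by a rule, and the files give them no symbol and no position within their chromosome. ENSOCUG00000004736 on chromosome 13 had a value of 736 ± 807 in TSO DSS (SD, n = 3) and 2.38 ± 0.411 in Veh Water (SD, n = 3), a log2 fold change of 6.59 (standard error 1.32, adjusted p = 0.041 from limma with Benjamini-Hochberg adjustment). Its reads were 1438, 841 and 15 in TSO DSS and 4, 3 and 2 in Veh Water. ENSOCUG00000008632, also on chromosome 13, was higher in TSO DSS with 520, 4865 and 59 reads against 32, 16 and 17 (log2 fold change 5.19, standard error 1.05, adjusted p = 0.043 from limma). ENSOCUG00000014009 on chromosome 12 was lower, with 1, 56 and 0 reads against 392, 1326 and 702 in Veh Water (log2 fold change -7.08, standard error 1.39, adjusted p = 0.04 from limma), and passed the threshold neither with a pseudocount of 0.1 nor under the quasi-likelihood test. ENSOCUG00000008813 on chromosome 8 had 0, 1 and 0 reads in TSO DSS against 168, 114 and 124 in Veh Water, at least 25.7-fold lower (adjusted p = 0.0073 from limma). Leaving out Veh Water rabbit 2 put the adjusted p-value of each of these 4 genes above 0.05.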

423 genes were expressed at lower level and 88 were up-regulated in the TSO DSS animals (Fig. 6).

**Figure 6:**
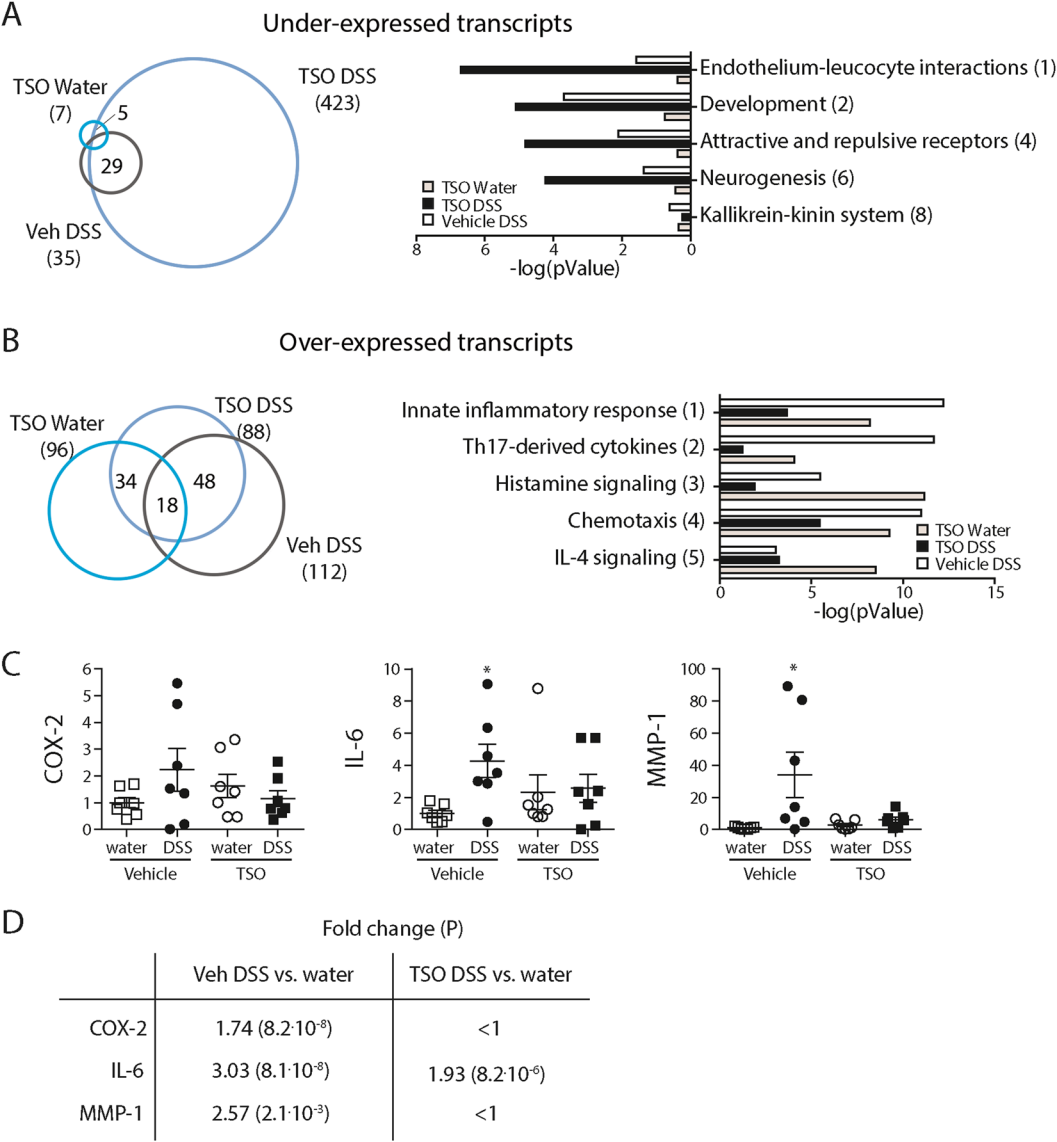
Differential mRNA expression in LPMC. Genome wide expression analysis by RNAseq was performed with RNA from LPMCs isolated from rabbit caeca (n = three per group). Expression profiles of the different treatment groups were sorted by hierarchical clustering. Left) Number of under- (**A**) and over-expressed (**B**) mRNAs in the TSO DSS, Veh DSS and TSO Water groups in comparison to the control Veh Water group. Transcripts having a log2FC > |1| and P < 0.05 were considered as differentially expressed and included in further analyses. Right) Significantly affected Process Networks (PN) as identified by MetaCore™. PN without relevance to the investigated tissue and model were omitted. Numbers in parentheses provide the PN rank. (**C**) Validation of differential mRNA expression of COX-2, IL-6, and MMP-1 in LPMC (data pooled from two separate experiments, with n = 3–4 per group) by rt-qPCR. Expression was calculated with the ΔΔCt method relative to GAPDH and gave similar results as RNAseq (**D**). *P < 0.05, two-sided p-Value, Mann-Whitney test relative to vehicle water control if not indicated otherwise. Dots represent single animals, bars represent mean ± SEM.

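In comparison to Veh Water, LPMC of Veh DSS rabbits had 7 genes higher and 7 lower, of 11218 tested; 607 genes passed at an unadjusted p-value under 0.05. The likelihood ratio test on the recovered reads called 150 higher and 106 lower. TSO DSS and Veh DSS shared 4 higher and 2 lower genes, and TSO DSS and TSO Water 3 higher and 0 lower (41 lower at an unadjusted p-value under 0.05). These comparisons use the same 3 Veh Water libraries and so share their chance deviations. Across genes, which are not independent replicates, the log2 fold changes of TSO DSS and Veh DSS correlated with r = 0.69, and those of TSO DSS and TSO Water with r = 0.48. In 20 simulations of unchanged groups against a common control, the median r was 0.48 (0.47 to 0.52), with 0 shared genes at the adjusted threshold; at an unadjusted p-value under 0.05 the simulated groups shared a median of 29.5 higher and 23 lower genes, against 127 and 313 observed for TSO DSS and Veh DSS. For TSO DSS and TSO Water, 116 higher genes and the 41 lower ones were shared at this threshold, against simulated medians of 26.5 (16 to 34) and 22.5 (16 to 30). Both simulated groups were unchanged, whereas 314 genes were higher and 1331 lower in TSO DSS at this threshold. A longer list can share more genes through the common controls, so the excess does not by itself show a shared response. Simulated genes also vary independently of each other, so these ranges are too narrow.

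**Figure D1:**
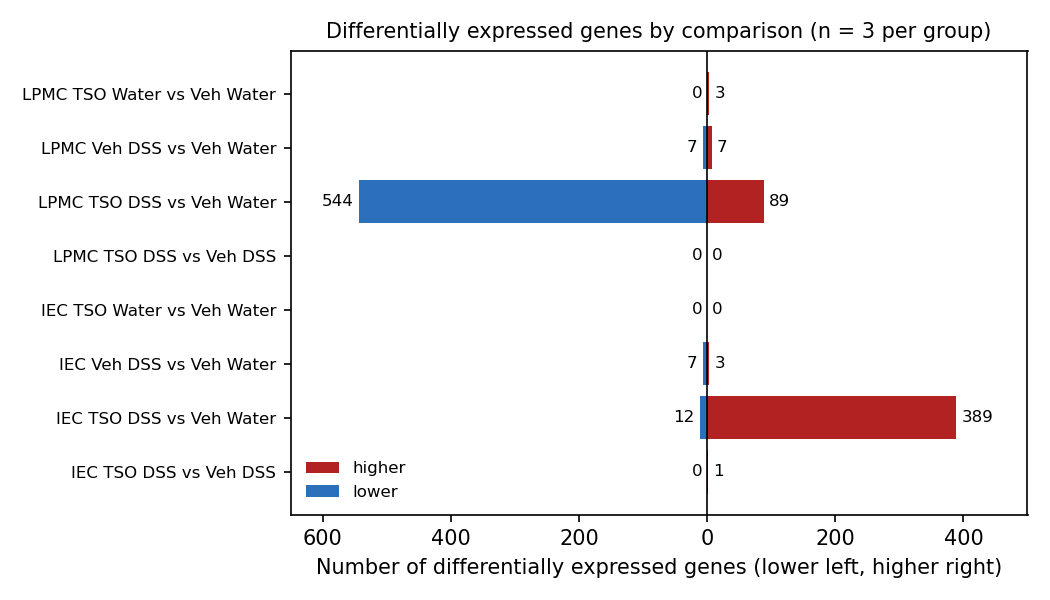
Number of differentially expressed genes in each comparison of 3 against 3 rabbits, by cell type. Bars to the right count genes that were higher in the group named first and bars to the left genes that were lower; LPMC of TSO DSS rabbits differed from Veh Water mostly by lower genes and IEC by higher genes.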

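The text of the paper applies the threshold to the FDR-corrected p-value, and the counts given here use the adjusted p-value too. With the unadjusted p-value in its place, 314 genes were higher and 1331 lower in LPMC of TSO DSS rabbits, 243 higher and 364 lower in Veh DSS, and 269 higher and 103 lower in TSO Water, each against Veh Water.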

Genes with significantly altered mRNA levels were analysed by MetaCore to determine the biological relevance of their differential expression. 

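In LPMC of rabbits without DSS, 3 of 11175 genes were higher in TSO Water than in Veh Water and 0 were lower; 372 genes passed at an unadjusted p-value under 0.05. All 3 were also higher in TSO DSS. They were chosen after their values were seen, as the only called genes. ENSOCUG00000004736 had a value of 1120 ± 856 in TSO Water (SD, n = 3) and 3.02 ± 0.531 in Veh Water (SD, n = 3), a log2 fold change of 7.82 (standard error 0.56, adjusted p = 0.02 from limma with Benjamini-Hochberg adjustment). ENSOCUG00000002925 on chromosome 17 rose by a log2 fold change of 3.53 (standard error 0.34, adjusted p = 0.048 from limma), with 455 to 1475 reads against 51 to 92. ENSOCUG00000026988 on chromosome 16 rose by 3.09 (standard error 0.27, adjusted p = 0.045 from limma), with 298 to 445 reads against 27 to 50. The quasi-likelihood test on the recovered reads, with an adjusted p-value of 0.054 for each of them, called 0 genes, and the likelihood ratio test called 141 higher and 15 lower. With the room of the rabbits as a covariate, limma called 0 genes, with 362 at an unadjusted p-value under 0.05. Enrichment of the called genes was not tested here. The identifiers were deposited without symbols, and names of the assembly mOryCun1.1 matched 0 of them. The BetterBunny annotation used by the paper was not applied.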

Enrichment analysis showed that in the healthy mucosa, TSO influenced the expression of genes known to be associated with parasitic infections such as TCR signalling, phagocytosis, innate inflammatory response and macrophage migration inhibitory factor (MIF) signalling. 

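Of 10731 genes tested in both cell types, 88 were higher in TSO DSS than in Veh Water in LPMC and 385 in IEC, and 43 of these were higher in both, where 3.16 would be shared if the calls were independent. Both cell types came from the same rabbits, so the calls are not independent. The 88 genes that were higher in LPMC and tested in IEC had a median log2 fold change of 2.49 in IEC (2.45 with groups at or under 3 reads set to that floor), and 80 of them were higher there. Between TSO Water and Veh Water, 0 genes were called higher in both cell types; at an unadjusted p-value under 0.05 and a log2 fold change above 1, 71 genes were, against 2.91 for independent calls. The list of genes over-expressed in T. muris infected mice was not used here.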

Interestingly, 42% of the genes over-expressed in response to TSO in IEC and LPMC have been shown to be over-expressed in the caecum of *T. muris* infected mice^28^ (Supplementary Figure 4 and Supplementary Table 1). 

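TSO DSS and Veh DSS were also compared with each other in LPMC, 3 against 3 rabbits of the same room. Of 11265 genes, 0 were differentially expressed, and 96 were higher and 633 lower in TSO DSS at an unadjusted p-value under 0.05 and an absolute log2 fold change above 1. Without TSO DSS rabbit 2, 655 genes were called, 577 of them lower, and with the spread estimated over all 12 LPMC libraries 102 were called, 92 of them lower. The interaction of TSO with DSS over the 12 LPMC libraries called 0 genes, with 620 at an unadjusted p-value under 0.05.

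The 544 genes that were lower in TSO DSS than in Veh Water were also lower in Veh DSS than in Veh Water for 539 genes, with a median log2 fold change of -1.07. In 20 simulations in which Veh DSS did not differ from Veh Water, this median was -0.08 (-0.16 to -0.04). Between TSO DSS and Veh DSS, the median log2 fold change of the 544 genes was -1.87, or -1.69 with groups at or under 3 reads set to that floor, and 543 were lower. The simulated median was -3.14 (-3.27 to -2.97). The genes were chosen for low values in these TSO DSS libraries, which gives a fall against Veh DSS without any difference between the groups. In 20 simulations in which TSO DSS and Veh DSS did not differ, the median of the 544 lower genes with the lowest p-values was -0.24 (-0.29 to -0.18), and 66.8% were lower (62.0% to 71.7%). Against Veh Water these simulated genes fell by a median of -1.96 (-1.99 to -1.91), less than the -3.05 observed. A median of 279.5 lower genes was called (209 to 313), against 544. The simulated falls thus do not match the observed ones in size, which limits the comparison with -1.87. Simulated genes vary independently of each other, unlike genes of the same rabbit, so these ranges are too narrow. For the effect of TSO in DSS treated animals the paper refers to Fig. 6A and 6B, in which each comparison is against Veh Water. The paper also reports rt-qPCR of selected transcripts in LPMC, pooled from separate experiments, which was not analysed here.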

In the LPMC of DSS treated animals, TSO treatment led to the down-regulation of genes involved in cell-adhesion (Fig. 6A) and limited the expression of genes involved in innate inflammation and Th17 pathways (Fig. 6B). Differential expression of selected transcripts was verified by rt-qPCR and revealed a similar fold change as obtained by mRNA sequencing (Fig. 6C,D).

### TSO exacerbate colitis in immunosuppressed animals

Since most IBD patients are on immunosuppressive therapy we investigated how TSO treatment affects DSS colitis in immunosuppressed (IS) rabbits (Supplementary Figure 5A). Cyclosporine and Methylprednisolone are used in IBD to treat severe acute UC either as monotherapy or in combination. The efficiency of immunosuppression by Cyclosporine and Methylprednisolone was confirmed by differential blood count (Supplementary Figure 5C). Of note, a reduced weight gain was observed in IS animals independently of TSO treatment (Supplementary Figure 5B). After 2 weeks of IS treatment leukocyte count fell below 5.10^9^ cells/µl, with lymphocytes being the most affected cell population. In IS animals, TSO did not induce any clinical symptom and no adverse effects were observed in the absence of colitis. In contrast, colitis induction was followed by severe weight loss in the TSO treated IS rabbits (Fig. 7A). Further, TSO exacerbated the DSS induced symptoms that three out of nine IS animals had to be euthanized prior to the scheduled end of the experiment.

**Figure 7:**
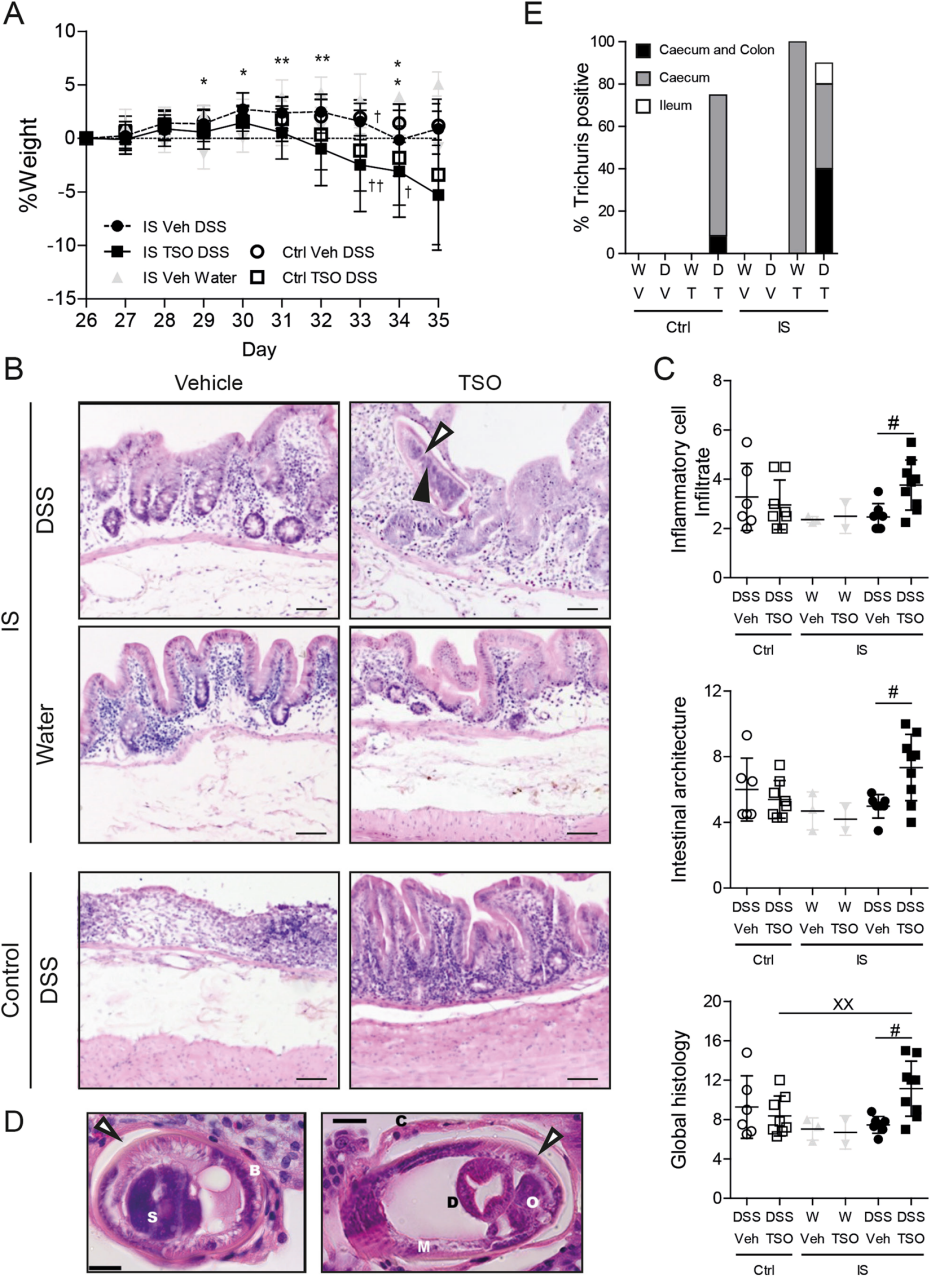
Immunosuppression abrogates the protective effects of TSO and exacerbates the DSS induced damage and inflammation of the caecal mucosa. (**A**) Body weight change relative to the baseline at DSS colitis induction (day 26). (**B**) Representative HE stained specimens of caecal mucosa (day 35). IS: immunosuppressed rabbits, control: immunocompetent rabbits. Bars = 100 µm. 3 specimens per rabbit were assessed. Filled arrowhead: *T. suis* schistosome. (**C**) Inflammatory cell infiltrate score based on the lymphocyte infiltrate into the lamina propria and epithelium (2–8). Intestinal architecture score based on independent scoring of villous stunting, epithelium damage and crypt distortion (3–12). Inflammatory cell infiltrate and intestinal architecture score were summarized to a combined histology score (5–20). (**D**) HE stained section of the caecal mucosa of IS TSO-DSS rabbits showing the presence of adult *T. suis*. Left panel: longitudinal section of the posterior part; Right panel: cross section of the posterior end of the parasite. S: stychosome nucleus; Bb: bacillary band; C: cuticle; O: reproductive organs; D: digestive tract; M: muscle layer. Bars = 20 µm. Empty arrowhead: syncytial tunnel derived from the host’s caecal epithelium. (**E**) Percentage of animals tested positive for *Trichuris* by PCR in different regions of the gastrointestinal tract (caecum, colon and ileum). W: water, D: DSS, V: Vehicle, T: TSO, Ctrl: Control, IS: immunosuppressed. Dots represent single animals, bars represent mean ± SEM, data were pooled from three independent experiments, n = 2–4 animals per group. *P < 0.05, **P < .01, two-sided p-Value, Mann-Whitney test between IS Veh DSS (n = 8^‡^) and IS TSO DSS (n = 9^‡^). ^‡^Number of animals at the start of the experiment. 3 IS TSO DSS and 1 IS Veh DSS animals reached the euthanasia criteria and were sacrificed at the indicated time point (†).

Histological examination (Fig. 7B), showed increased villous stunting and altered crypt architecture in IS TSO DSS animals as well as enhanced infiltration of lymphocytes into the epithelial layer. The extent of immune cell infiltration and morphological alteration were elevated in comparison to the IS DSS control group (Fig. 7C). Further examination revealed the presence of TSO larvae in the caecal mucosa of 5 out of 9 IS TSO DSS rabbits. Parasite size and morphological features were characteristic of a late larval or early adult stage, with distinguishable tripartite oesophagus and well-developed reproductive organs (Fig. 7D). No un-embryonated eggs were detected by faecal sedimentation-flotation, suggesting that *T. suis* had not reached sexual maturity (data not shown). Larvae were not observed in other parts of the intestine (ileum, proximal and distal colon). Yet, PCR-detection revealed the presence of *T. suis* in the colon of 4 out of 10 IS TSO DSS and 2 out of 2 IS TSO Water rabbits (Fig. 7E). The spread of *T. suis* outside the caecal niche confirms that IS rabbits fail to control the helminth infection. Analysis of the peroxidase activity in IS animals, only, showed a small increase after TSO treatment for both the global peroxidase activity and the MPO specific activity (Supplementary Figure 6). This was in accordance with the absence of a significant increase in eosinophilic infiltrate observed by histology (data not shown).

### Immunosuppression increases the frequency of colitis-associated bacteria

We next assessed whether the abrogation of the protective effect of TSO observed in IS rabbits was accompanied by shifts in the intestinal bacterial community. In IS rabbits, TSO treatment did not affect the community evenness, richness and between-sample β-diversity as assessed by Bray-Curtis-dissimilarity (Fig. 8A and B).

**Figure 8:**
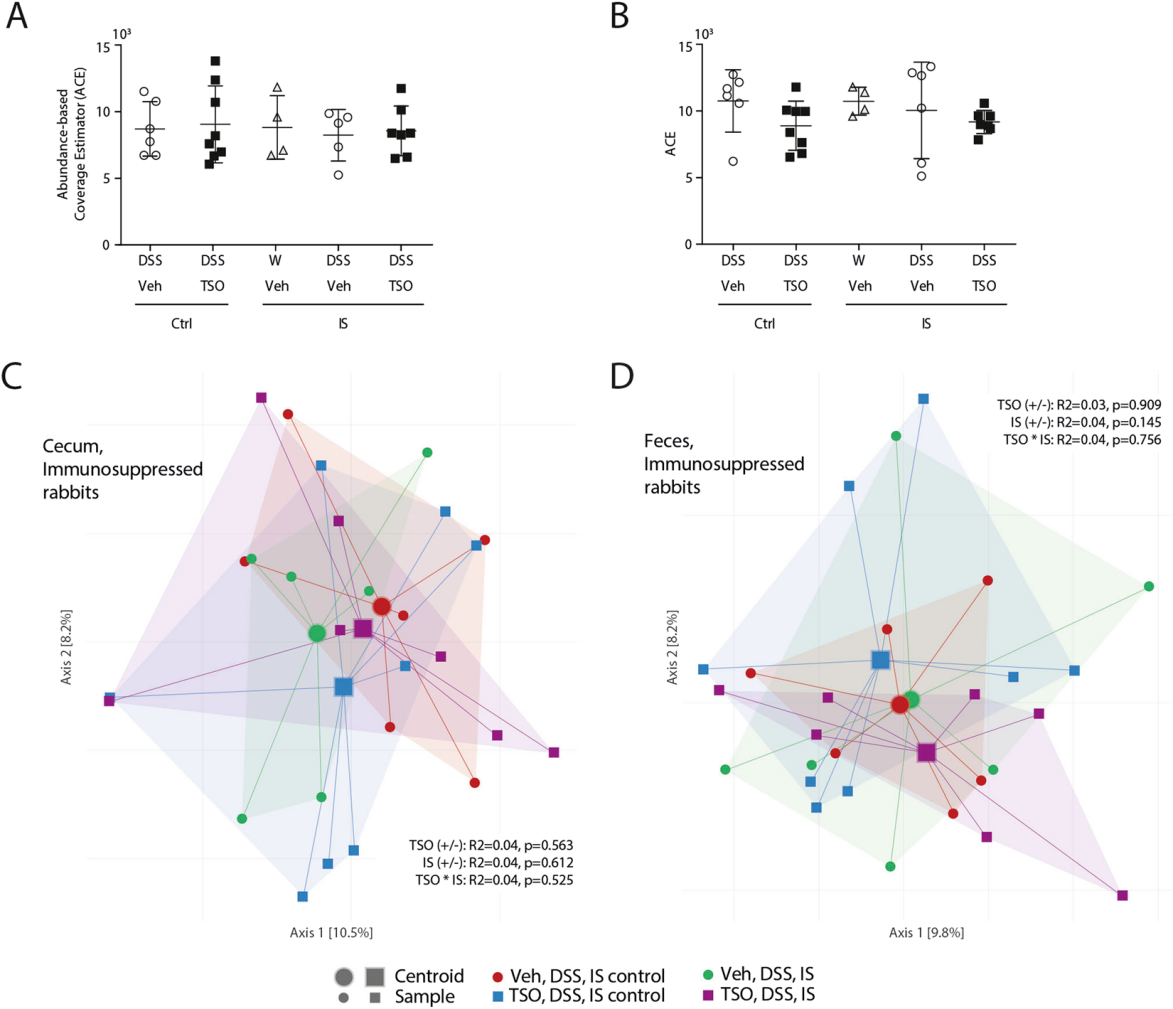
TSO do not affect gut microbiota composition in immunosuppressed animals. Microbiota richness in caecum (**A**) and faeces (**B**) as assessed by ACE. PCoA ordination based on Bray-Curtis dissimilarities show no shifts in community composition for caecal (**C**) and faecal samples (**D**) in immunosuppressed animals. The percentage of variation explained is given in parentheses; increasing distance in two-dimensional space represents increasingly dissimilar communities. Dots represent single animals, n = 4–8 animals per group. Bars represent mean ± SEM.

At OTU level, several strains associated with a more severe colitis severity were decreased in the DSS IS animals in comparison to immunocompetent animals, which correlates with the observed amelioration of colitis severity (Fig. 5). In contrast, concomitant IS and TSO treatment caused an increase of colitis associated OTUs. In particular, TSO led to an increased frequency of *B. dorei*, *Desulfovibrionaceae sp* and *Eubacterium sp* OTUs in immunosuppressed animals.

### TSO decreases the expression of alternative macrophage activation markers in immunosuppressed rabbits

Analysis of immune response markers in LPMC showed that immunosuppression reduced the increase in markers of alternative macrophage activation ARG-1 and ALOX-15 (Fig. 9). Similarly, the increase in expression of SLC15A2 was abrogated, whereas mRNA levels of IL-6 increased in IS TSO DSS animals, although not significantly. On the other hand, the reduction in TNFα mRNA levels observed in the immunocompetent rabbits persisted.

**Figure 9:**
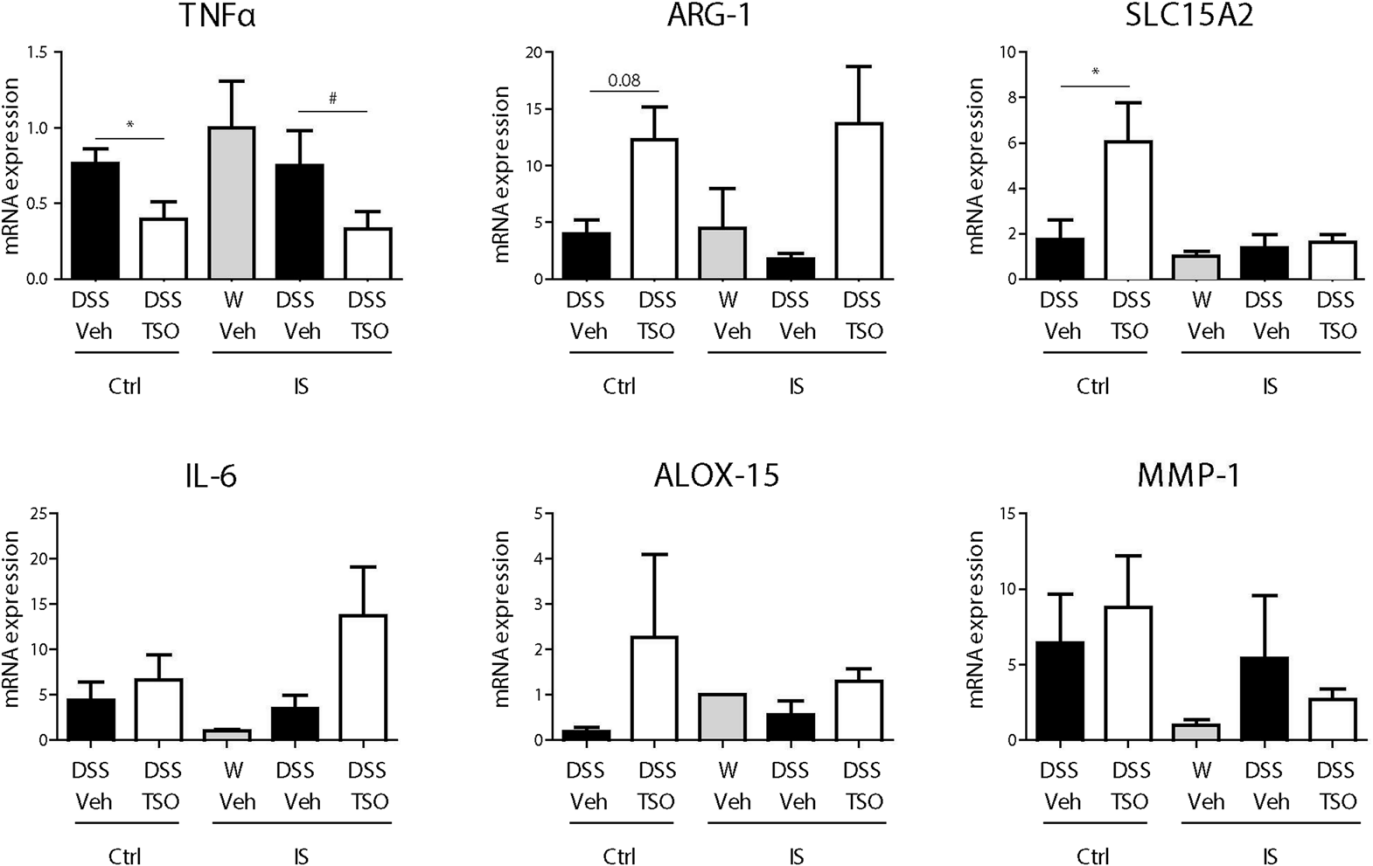
Effects of immunosuppression on the expression of different immune response markers in LPMC. LPMC where isolated from the caecal mucosa of control (ctrl) and immunosuppressed (IS) rabbits. Expression of selected mRNAs was determined by rt-qPCR relative to GAPDH as housekeeping gene. Bars represent Mean ± SEM from two pooled experiments. n = 2–4 animals per group. *P < 0.05, Mann-Whitney test.

## Discussion

The chronic course of inflammatory bowel disease requires a long-term treatment that maximizes the anti-inflammatory action while minimizing the systemic effects. Unfortunately, currently available therapies have limitations in both efficacy and/or tolerability. The first human trials investigating a therapeutic effect of *Trichuris suis* in UC and CD patients were promising^23,29^. Yet, larger multicentre studies could not show a significant effect of *T. suis* ova (TSO) in comparison to placebo in mild to moderate IBD patients. Currently, the available evidence in support of TSO therapy is judged insufficient^20^. Furthermore, the mechanisms underlying TSO therapy at molecular level as well as the safety in immunosuppressed individuals could not be investigated so far due to the lack of a suitable animal model.

Since *T. suis* shows a similar transient colonization in both humans and rabbits, we chose to study the efficacy and safety of TSO in a recently developed rabbit model of colitis^25^.

Consistent with human studies, we found that a preventive treatment with three doses of 2500 TSO protected from colitis-induced weight loss, reduced the disease activity index and limited the caecal pathology.

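Whether the effect of TSO differed between LPMC and IEC was tested as an interaction over the 12 libraries of TSO DSS and Veh Water rabbits of both cell types. The change from Veh Water to TSO DSS differed between the cell types for 212 of 11553 genes at an adjusted p-value under 0.05 from limma, being more negative in LPMC than in IEC for 196 of them and more positive for 16. With the rabbit as a block, since each rabbit gave both cell types, 200 genes were called, 119 of them among the 212. Without TSO DSS rabbit 1, 0 were called, with 1227 at an unadjusted p-value under 0.05. For TSO Water against Veh Water, 0 of 11514 genes differed between the cell types, with 161 at an unadjusted p-value under 0.05. TSO DSS rabbits had received TSO and DSS, so the contrast of TSO DSS with Veh Water does not separate TSO from DSS. It does not separate a change of expression from a change in the cells isolated either.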

Intriguingly, whole genome transcriptome analysis of caecal LPMC and IEC samples showed a strong effect of TSO treatment on LPMC gene expression, whereas the effect on IEC was milder. This observation agrees with evidence that *T. suis* excreted or secreted (ES) compounds (such as glycans) increase epithelial permeability, and allows the passage of immunomodulatory soluble compounds to the lamina propria^30,31^. Supporting these findings, we found that several mRNAs involved in the degradation of connective tissues were over-expressed in caecal IEC upon TSO treatment. *T. suis* ES products have been linked to chemokine, T-cell receptor and TGFβ signalling as well as leukocyte trans endothelial migration^31^. Accordingly, we observed a TSO-induced decrease in expression of mRNAs involved in cell-adhesion, endothelium-leukocytes interactions and chemotaxis. Furthermore, TSO also limited the DSS-induced increase in expression of mRNAs involved in Th17 immune response and were associated with an increase in expression of mRNAs involved in innate inflammation, IL-4 and histamine signalling. 

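Without DSS, the 544 genes that were lower in LPMC of TSO DSS rabbits had a median log2 fold change of -0.22 between TSO Water and Veh Water, and 423 of them (77.8%) were lower, with 13 past a log2 fold change of -1 at an unadjusted p-value under 0.05. Since the genes were chosen against the same Veh Water libraries, a fall arises without an effect of TSO: in 20 simulations with unchanged TSO Water libraries, the median was -0.09 (-0.14 to -0.02) and 56.5% were lower (52.5% to 60.4%). In IEC, 496 of the genes were tested, with a median log2 fold change of -0.41 between TSO DSS and Veh Water, and 349 were lower. Which of the genes act in cell-adhesion or chemotaxis was not analysed here.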

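In LPMC, 243 genes were higher in Veh DSS than in Veh Water at an unadjusted p-value under 0.05 and a log2 fold change above 1, a threshold used here because few genes passed the adjusted one. Their median log2 fold change against Veh Water was 1.74 in Veh DSS and, for the 223 tested, 1.47 in TSO DSS (1.56 and 1.40 with groups at or under 3 reads set to that floor). Between TSO DSS and Veh DSS their median was -0.32, and 162 of the 243 were lower in TSO DSS, 10 of them past a log2 fold change of -1 at an unadjusted p-value under 0.05. Choosing genes for high values in Veh DSS lowers this median without any effect of TSO. In 20 simulations in which TSO DSS had the same changes as Veh DSS, the median was -0.34 (-0.44 to -0.27), so the observed difference lay within what the choice of genes gives. Which of the 243 genes act in the Th17 immune response was not analysed here. Their median therefore does not test the paper's statement on those mRNAs.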

Whilst these observations largely accord with the typical anti-helminth response, a species-specific response to *T. suis* might occur, especially given the profound differences observed when comparing its transcriptome with those of other well studied helminths^32^. Our data suggest that TSO treatment predominantly affects LP immune cells. Since the majority of IBD patients receive an immunosuppressive therapy^33^, the protective modulation of the immune response could be lost, thus rendering the therapy ineffective. Furthermore, although *T. suis* is not a human parasite, an aberrant migration of *Trichuris* particularly in an immunosuppressed host with impaired gut barrier function cannot be excluded *a priori*. In humans, trichuriasis symptoms can range from mild digestive tract distress to anaemia, dysentery, bleeding, abdominal pain and more generalized effects, such as nausea, vomiting, anaemia and peripheral blood eosinophilia^34^.

Although no side-effects were reported in the published clinical trials in IBD^18,23,29,35^, the disease symptoms might mask the consequences of a *Trichuris* induced intestinal inflammation. In fact, symptoms have been observed in studies testing a TSO therapy for non-gastrointestinal diseases. In a randomized double-blinded placebo-controlled clinical trial in allergic rhinitis, patients ingesting TSO had a 3 to 19-fold higher rate of gastrointestinal episodes (flatulence, diarrhoea and abdominal pain) compared with placebo subjects^36,37^. Similarly, in two small pilot studies in multiple sclerosis, patients experienced mild transient symptoms at about 30 days after the first TSO dose^38,39^.

To address the lack of systematic studies of TSO in immunosuppressed individuals we tested the outcome of TSO administration in immunosuppressed rabbits. To achieve immunosuppression, we used a combination of cyclosporine and methylprednisolone. Cyclosporine acts rapidly and is effective in the management of severe UC, whereas corticosteroids are used for moderate to severe relapses of both IBD forms^40^.

Importantly, we show that in immunosuppressed rabbits, TSO exacerbated colitis and increased the mortality of the affected animals. Our results highlight the dangers of helminth therapy in immunosuppressed hosts. Histology revealed the presence of late-stage larvae in the caecum, suggesting a failure of the anti-helminth response when the intestinal barrier function is damaged and the immune response impaired. Our histological findings resemble those observed in an immunosuppressed CD patient that developed an iatrogenic *Trichuris* infection after treatment with TSO^24^.

Since *Trichuris* species are known to modulate the intestinal microbiota^41,42^ we investigated whether TSO treatment would modulate the bacterial communities and whether these changes could be associated with the observed protective effect. Analysis of microbiota revealed clear differences in the composition of the caecal and faecal microbiota of DSS treated rabbits in comparison to water treated controls.

As is commonly observed in IBD patients in comparison to healthy controls, the faecal microbiota of DSS-treated animals showed a significant reduction in community richness^43^. Importantly, TSO prevented this DSS-induced reduction, although– in contrast to previous reports from *Trichuris* infected individuals^44^ – healthy TSO-infected rabbits had a slight, albeit not significant, reduction in diversity. Our results confirm the trend observed in colitic Macaques after therapeutic treatment with *T. trichiura* ^42^.

Our analysis identified several OTUs whose abundance in the rabbit microbiome correlated strongly with different indicators of colitis severity. The caecal microbiota of DSS treated rabbits prominently included *Spiroplasma*, *Eubacterium* and *Clostridium* OTUs as well as members of the *Bacteroidetes* phylum, in particular *B. dorei*. Increased abundance of *B. dorei* and other *Bacteroides* species has been implicated in inflammation in several immune-related diseases including UC, celiac disease and collagenous colitis^45–47^. TSO treatment significantly reduced the abundance of these taxa, comparable to the effect recently described for *Heligmosoides polygyrus* infection in mice^48^. TSO also prevented the increase of OTUs belonging to the family *Desulfovibrionaceae* that have been implicated in UC pathogenesis via the production of hydrogen sulphide, which might exacerbate mucosal inflammation and ulceration^49^.

In both caecal and faecal samples, OTUs belonging to the *Clostridium* genus increased independently of TSO-treatment. Similarly, selected *Clostridium* species were strongly increased in treatment naive CD patients^50^. In contrast, other *Clostridiales* order belonging in particular to the genus *Ruminococcus* were strongly reduced in DSS-treated animals; a trend also observed in CD^50^ and UC^51^ patients.

To our knowledge, no study investigating the effect of immune suppression on the intestinal microbiota has been published. Interestingly, the DSS-induced reduction in alpha diversity was lost in immunosuppressed animals, suggesting that immune-suppression can mitigate colitis-associated dysbiosis. Immunosuppressed rabbits had a reduced frequency of OTUs positively associated with colitis markers and an increased frequency of several OTUs that had a negative correlation with colitis severity. This is in accordance with the anti-inflammatory effect exerted by the immunosuppressive treatment.

Treatment with TSO abrogated the reduction of the majority of these colitis-associated species in the IS DSS group. At the same time, TSO prevented the increase of *Clostridiales* associated with reduced colitis severity, including members of *Eubacteriaceae*, *Corynebacterium* and *Ruminococcaceae* ^52^. Recent studies showed that commensal *Clostridium* bacteria promote anti-inflammatory immune responses by expanding and activating regulatory T cells^53^. A reduction of their protective regulatory stimuli might contribute to the exacerbated inflammation observed in the immunosuppressed TSO group. Whether the observed changes are causal to the increased colitis severity or rather, a consequence of the disturbed environment warrants further investigation.

In summary, our study provides further evidence for the therapeutic efficacy of a preventive TSO therapy in intestinal inflammation. Yet, immunosuppression interferes with TSO treatment, counteracts its therapeutic effect and might predispose towards adverse effects. Based on these findings, caution should be exercised when treating immunosuppressed IBD patients with TSO or other therapeutic parasites. Investigations into the therapeutic effect of parasite-derived products might allow exploiting the therapeutic potential of helminths without the risks associated with a therapeutic helminth infection.

## Materials and Methods

### Rabbits

All animal experiments were carried out according to Swiss animal welfare laws and approved by the veterinary office of Zurich (licenses No. 128-2010 and 231-3013). New Zealand white rabbits (Charles River, Kisslegg, Germany) weighing 1.9–2.1 kg (8–10 weeks of age) were maintained single-housed with water and food (standard rabbit maintenance diet – Provimi Kliba AG, Kaiseraugst, Switzerland, hay and straw) *ad libitum* on a 12:12 hour light/dark cycle. Upon arrival, animals were kept for at least 4 days under routine husbandry. Afterwards, drinking water was substituted by organic fennel tea (Hipp, Pfaffenhofen, Germany) *ad libitum* as fennel tea can mask the bitter taste of DSS that would reduce liquid intake in rabbits.

### TSO administration

Rabbits were randomly assigned to treatment groups receiving either suspensions of 2500 TSO (embryonated *T. suis* eggs, supplied as ready-to-use inoculation doses) or the vehicle (Phosphoric acid buffer pH 5.0 with 0.05% potassium sorbate) in three oral doses at day 1, day 14 and day 21. Animals were fasted overnight prior to TSO administration and sedated with 0.4 ml Hypnorm (VetaPharma, Leeds, UK), *s.c*. The TSO suspension or vehicle (volume 15 ml) was completely filled in a syringe and administered to the animal using a gastric tube (i.e. Ruesch Katheter, CH14, REF 402101, Kernen, Germany). The animals were fed shortly after administration.

### Colitis induction and clinical evaluation

DSS Colitis was induced at day 26 as described previously^25^. Rabbits received DSS (MP Biomedicals, Illkirch, France) dissolved in cold fennel tea at 0.1% w/v for 5 days. Control rabbits received cold fennel tea only. Animal weight, food and beverage intake, stool appearance and behaviour were monitored daily. A DAI was calculated according to Supplementary Table 2.

### Immunosuppression

Immunosuppressive treatment was started 2 weeks prior to the first TSO gavage. The rabbits received cyclosporine (100 μl/kg/day, Sandimmun Neoral Trink Lösung 100 mg/ml; Novartis Pharma Schweiz AG, Basel, Switzerland) and methylprednisolone (1 mg/kg/day, 6α-Methylprednisolone 21-hemisuccinate sodium salt -lyophilized powder, Sigma-Aldrich, Munich, Germany) for 2 weeks daily by oral administration. Afterwards, the dose was reduced to half and the treatment continued until the end of the experiment. Control rabbits received vehicle (12% V/V EtOH). 5 ml of blood were collected from the marginal ear vein prior to immunosuppressive treatment and at day 1, 14, 21, and 35 and sent to the clinic of haematology (USZ, Zurich, Switzerland) for a complete blood count.

### Euthanasia and Organ sampling

Euthanasia was performed on day 35 (unless described otherwise) with 150 mg/kg Pentobarbital i.v. in deeply sedated animals (85 mg/kg ketamine hydrochloride, Vétoquinol, Bern, Switzerland and 4 mg/kg xylazine, Bayer, Lyssach, Switzerland).

The abdominal cavity was exposed by a midline laparotomy and samples were collected from the ileum, jejunum, duodenum, caecum and colon. For RNA extraction and myeloperoxidase activity analysis, the excised samples (0.5 cm in length) were opened by a longitudinal incision and rinsed with cold PBS. One cm^2^ sections of the caecum were extensively washed with cold PBS until complete removal of the luminal content. The samples were immediately snap-frozen in liquid nitrogen and stored at −80 °C until analysis. For histology, samples (three 0.5 cm^2^ sections from different regions of the caecum or one 0.5 cm long section of other intestine segments) were collected. The samples were carefully washed and fixed with phosphate buffered 10% formalin solution. For RNA isolation, caecal samples (2 cm^2^) were extensively washed with cold PBS and stored on ice in 5% BSA in PBS until further processing.

### Isolation of caecal LPMC and IEC

The dissected specimens were washed with Ca^+^- and Mg^+^-free PBS, the caecal fold was removed and discarded. The tissue was cut and incubated in medium containing 20 mM EDTA (Sigma-Aldrich) for 30 min at 37 °C on a shaking platform (150 rpm). IECs were detached by vortexing and passing through a 70 µm cell strainer (BD Biosciences, Erembodegem, Belgium). The IEC were washed twice, pelleted, resuspended in RLT buffer (Qiagen, Hilden, Germany), snap-frozen in liquid nitrogen and stored at −80 °C for later analysis. The remaining tissue containing LP with muscle layer was collected and incubated in one μg/ml collagenase type I CLS (Worthington Biochemical Corp., Freehold, New Jersey, USA) at 37 °C on a shaking platform (300 rpm). After 15 minutes incubation, the suspension was vortexed and filtered through a 70 µl strainer. Cells were resuspended in 5% BSA in PBS. The undigested tissue was incubated with fresh collagenase solution for additional 15 minutes. The digestion was repeated three times and the washed LPMC were pooled and resuspended in DMEM with 5% FCS. LPMC were purified using Ficoll-Paque PLUS (GE Healthcare Europe GmbH, Freiburg Germany) gradient centrifugation for 40 min at 1200 rpm. The viability of the cells was confirmed by trypan blue staining. Cells were resuspended in RLT buffer (Qiagen, Hilden, Germany), snap-frozen in liquid nitrogen and stored at −80 °C for later analysis.

### RNA isolation and genome wide mRNA expression analysis

Total RNA was isolated with the Qiacube system using the RNeasy Mini Kit with DNase digestion (Qiagen, Hilden, Germany) to eliminate genomic DNA. RNA integrity and quantity was determined on the Agilent 2100 Bioanalyzer (Agilent; Palo Alto, CA, USA). Samples with an integrity score ≥6.8 were sent to the Functional Genomics Centre Zurich (FGCZ) for sequencing.

Sequencing of the 2 × 250 bp inserts was performed on the Illumina HiSeq. 2500 v4 platform at the FGCZ. Fold change (FC) was used to express the changes in average gene expression between studied groups. FC was normalized against the control group. The following cut-offs were applied to identify differentially expressed genes: *FDR*-*corrected-p-Value* ≤ 0.05 and log2 (FC) ≥ |1.0|. The RNAseq data have been deposited in NCBI’s Gene Expression Omnibus and are accessible through GEO Series accession number GSE77372.

The ENSEMBL IDs were annotated using BetterBunny augmented annotation and analysis of rabbit genes (http://cptweb.cpt.wayne.edu)^54^. MetaCore™ (Thomson Reuters, http://portal.genego.com) was used to perform network analyses. Process networks (PN, groups of genes involved in main signalling and metabolic processes in the cell in the MetaCore™ database) were considered significant with a p-Value ≤ 0.05 and were listed on the basis of their relevance to IBD pathology.

### Histopathological evaluation of colitis

After careful dissection and fixation, tissues were embedded in paraffin. Serial sections of five μm were cut using a microtome (Carl Zeiss AG, Feldbach, Switzerland) and stained with haematoxylin-eosin (HE). The histological changes in the caecum were quantified in a blinded manner by two investigators (range 1–24) for morphological features (villous stunting, villous epithelial injury and crypt distortion) and infiltration of immune cells (intraepithelial lymphocytes and infiltrating lymphocytes and plasma cells in the LP) as outlined in Supplementary Table 3.

### RNA extraction and quantitative real-time PCR

Total RNA was isolated using the RNeasy Mini Kit (Qiagen, Hilden, Germany) following the manufacturer’s recommendations. cDNA was synthesized with the High-Capacity cDNA Reverse Transcription Kit (Life Technologies, Carlsbad, California, U.S.A). Gene expression was determined with a *Taq*Man® Gene Expression Assay (#Oc04097051_m1 IL-6; #Oc04250656_m1 MMP1; #Oc03398293_m1 PTGS2 (COX2); #Oc03398448_m1 SLC15A2; #Oc03397715_m1 TNFα; Oc03823548_s1 ALOX-15A2; Oc03397217_m1 ARG-1; Applied Biosystems). Glyceraldehyde 3-phosphate dehydrogenase (GAPDH) gene expression was measured as endogenous control (#Oc03823402_g1, Applied Biosystems) and used for calculation of relative mRNA expression by the ΔΔCt method. All samples were analysed in triplicate.

### Faecal and luminal microbiota analysis

Fresh faecal samples were collected at the start of the experiment and at termination. Luminal contents were collected from the caecum after euthanasia. Samples were snap-frozen in liquid nitrogen and stored at −80 °C for later analysis. DNA isolation was performed using the PowerLyzer PowerSoil Kit (MO BIO Laboratories, Carlsbad, CA USA) using 0.25 g faeces or luminal content according to the manufacturer’s protocol. Approximate yield (ng/ml) was first determined by spectrophotometry using the NanoDrop 2000 (Thermo Fisher Scientific, Waltham, MA, USA); samples with DNA concentrations >10 ng/ml were selected for subsequent analyses.

Targeted sequencing of the 16S rRNA gene was performed at Microsynth (Balgach, Switzerland). The V4 region was amplified with primers described by Caporaso *et al*.^55^ and barcoded in a twostep PCR approach. Paired-end sequencing was performed on an Illumina MiSeq system. Pre-filtered paired reads were demultiplexed and stitched following mothur’s MiSeq SOP (http://www.mothur.org/wiki/MiSeq_SOP, accessed May 2015^56,57^) and filtered for length and putative chimeric PCR products (UCHIME^58^). Reads were taxonomically classified and mapped to reference Operational Taxonomic Units (OTUs) at different levels of sequence similarity using *MAPseq* ^59^ against an average linkage pre-clustered reference database of full length 16S rDNA sequences. Unmapped sequences were aligned to a bacterial reference 16S model as provided in the package *ssu-align* (http://selab.janelia.org/software/ssu-align/ ref.^60^) using the structure-aware aligner *Infernal* ^61^. After removing sequences which did not align to the model or were not classified as bacterial by MAPseq, reads were pre-clustered (one mismatch abundance-sorted single linkage) and then hierarchically clustered into OTUs using *hpc-clust* ^62^ according to the average linkage algorithm which has previously been shown to provide reproducible and consistent clustering^63^. OTU sets were generated at different levels of sequence similarity; in this manuscript, data are shown for OTUs at 98% sequence similarity. Further biological analyses were performed using R scripts, particularly relying on the R packages *vegan* ^27^, *phyloseq* ^64^ and *edgeR* ^65^. Raw sequence data has been deposited in the NCBI Sequence Read Archive (BioProject ID PRJNA309382, http://www.ncbi.nlm.nih.gov/bioproject/PRJNA309382). Analysis scripts are available via http://github.com/defleury/2016_Leonardi_et_al_rabbit_tso. Data can be accessed at http://meringlab.org/suppdata/2016-rabbit_tso/.

### Trichuris suis detection by PCR

Tissue samples (colon, ileum, caecum, brain, kidney, spleen) were collected after euthanasia and immediately snap-frozen in N_2_. Samples were sent to IBR Inc (Matzingen, Switzerland) for detection by PCR. Primers for the ITS2 gene were used (Supplementary Table 4). Primers are based on the *T.suis* specific internal transcribed spacers (ITS)1-5.8S-ITS2 segment of the ribosomal DNA^66^. The ITS2 copy number is proportional to the number of *T. suis* larvae.

### Analysis of peroxidase activity

Peroxidase activity in caecal lysates was measured as previously described^25^. To achieve specificity for neutrophil derived MPO, the assay was conducted in presence of the EPO inhibitor aminotriazole (3-Amino-1H-1,2,4-triazole, 95%; Brunschwig, Basel, Switzerland) at pH 6.0^67^. MPO activity (indicated as arbitrary units U/g.s) was calculated as mean absorbance (460 nm) per incubation time per protein content of the sample in grams determined by BCA assay (ThermoFisher, Rockford, USA).

### Faecal flotation

5 g of fresh faeces were collected 1 day before and 1 day after each TSO-gavage and 9 days after start of the DSS-treatment. The samples were suspended immediately in 300 ml water, filtered through a 1 mm sieve and incubated at RT for 30 min. The supernatant was discarded and 1 ml of the sediment was resuspended in 10 ml Sheather’s solution (454 g Sucrose in 355 ml water with 6 ml 37% formalin), mixed briefly and centrifuged 5 min at 500 g. 4 drops were collected with a smear loop, transferred to a slide and examined at 10x lens objective, (changing the plane of focus during the examination). As a positive control, 1 ml of the TSO-gavage solution was suspended in 10 ml Sheather’s solution and analysed as described above.

### Statistical analysis

The data obtained from this study were analysed using GraphPad Prism (version 5.04) and the R statistical framework (version 3.1.2). If not otherwise indicated, Mann - Whitney *U*-test for two independent samples was used for the comparison of the treatment groups, data are shown as mean ± SEM.

## Electronic supplementary material

Supplementary Figures and Tables

OTU association tables

OTU correlation tables

How the deposited data were processed for this re-analysis (not part of the article)

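RNA of IEC and LPMC from 12 rabbits, 3 in each of the groups Veh Water, TSO Water, Veh DSS and TSO DSS, was measured by RNAseq. Sample labels were matched to rabbits and rooms through the sample metadata sheet of a supplement of the paper. The aligner, the counting program, the genome build and the annotation are not named in the paper's text or the labels. The authors deposited 6 tables, 1 for each treated group and cell type against Veh Water. In each, the authors give a normalized signal per gene and library, which is the number of reads times a factor of the library. They also deposited the log2 ratio of the group means, and a p-value and an FDR per gene from a test that the paper's text does not name. All 36 columns of per-library values were used, and the factors of the Veh Water libraries differ between tables, so that values were compared within a table only.

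Before the data were examined, an edgeR quasi-likelihood test on counts had been set as the main test, with limma as the test to use if the tables held normalized values. The tables held normalized values, so limma 3.58.1 (trend, without robust variances) in R 4.3.3 was used on log2(value + 1). Whole reads were recovered from the step between the low values of each column, with 100% of the values under 1000 within 0.1 of a whole number. The reads of the Veh Water libraries recovered from different tables were the same for all genes under 400 reads. Recovered reads were used for the depth, for comparisons across tables, which were scaled together by TMM and tested by limma on log2(scaled reads + 1), and for the count tests of edgeR 4.0.16 (likelihood ratio and, added after the data were seen, quasi-likelihood) and DESeq2 1.42.0. On the recovered reads, the quasi-likelihood test called 544 genes in LPMC of TSO DSS against Veh Water.

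Genes were called at a Benjamini-Hochberg adjusted p-value under 0.05 and an absolute log2 fold change above 1. Counts with the unadjusted p-value keep the threshold on the fold change. In the interactions this threshold applies to the difference of the log2 fold changes. Only the libraries of the groups compared entered a fit, without a replicate block. Interactions of TSO with DSS in LPMC, and of cell type with TSO Water and with TSO DSS, were fitted on the libraries of the groups concerned. The alternatives set before the data were examined were the unadjusted p-value, a pseudocount of 0.1, no filter on low genes, scaling by library size only, all 12 libraries of the cell type in the fit, the replicate number as a block, rabbits of room A only, each replicate left out in turn, DESeq2, and the likelihood ratio test. Added after the data were seen were the quasi-likelihood test on the recovered reads, reads thinned to the smallest library, the room as a covariate, and leaving out each rabbit from the interactions. The tests were checked on simulated counts with 200 genes changed 4-fold, drawn from the more abundant genes. At the sizes of these libraries, limma called 71.5% of the changed genes in LPMC of TSO DSS against Veh Water and 85.5% in IEC.

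IEC libraries held 224766150 reads and LPMC libraries 139540846 reads in all. A group at or under 3 reads in every library was treated as at the floor, and its fold was given as a bound. Libraries with the same replicate number in different groups are different rabbits, and the deviations of such libraries from their group means correlated between -0.43 and 0.38 across genes. IEC and LPMC of a rabbit come from the same animal, which makes them pairs, and their deviations correlated between -0.15 and 0.44, with a mean of 0.13.

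A name table of 38822 genes, of the assembly mOryCun1.1, matched 0 of the 17318 identifiers. Genes are therefore given by identifier. The rule for the genes named at a count was the 2 largest changes in each direction among called genes whose groups do not overlap; the part of the rule that asked for a symbol could not be kept. The planned tests of gene lists, of list scores against histology, and of the selected genes of Fig. 6D were not run for the same reason. Clustering used Python 3.11.15 with scipy 1.17.1.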

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

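All tests of explanations in this part, apart from the counts over other splits of the rabbits, were chosen after the results were seen.

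The change between Veh Water and TSO DSS differed between LPMC and IEC for 212 genes, as tested by an interaction in limma with Benjamini-Hochberg adjustment, and the difference was negative in LPMC relative to IEC for 196 of them. The 40 genes without any reads in LPMC, described among the other observations, were not left out of this test. The balance of the called genes differed, with 89 genes higher and 544 lower in LPMC and 389 higher and 12 lower in IEC. This balance does not mean that the same genes moved in opposite directions, since 349 of 496 genes lower in LPMC were also lower in IEC, and 80 of 88 higher genes were also higher there. Both cell types came from the same rabbits, so these counts do not show a shared response to the treatment either. The tables argue against the low depth of LPMC library TSO DSS 3 as the whole cause, since 159 genes were called without this rabbit, 104 of them among the 212; with the reads of all libraries thinned to the smallest, 134 were called, 109 of them among the 212. The result rests on single rabbits: 0 genes were called without TSO DSS rabbit 1, with 1227 at an unadjusted p-value under 0.05, 5 without Veh Water rabbit 2, and 376 without TSO DSS rabbit 2. Of the 10 splits of the 6 rabbits into groups of 3, 2 gave as many genes. The other one gave 479 genes and put TSO DSS rabbit 2 with Veh Water rabbits 2 and 3. With 10 splits the share cannot fall under 0.1, so chance and the treatment cannot be told apart by splits alone. Room is confounded in part, since all TSO DSS rabbits were in room A and 1 of the 3 Veh Water rabbits in room B; without that rabbit 30 genes were called. The make-up of the isolated fractions was not tested for these 212 genes. Of 218 genes at least 4 times higher in LPMC than in IEC, 94 rose and 28 fell by more than 1 on the log2 scale in IEC. In LPMC, 104 of 219 fell and 27 rose. A change in the cells of the fractions thus stays open. A response of the cell types to TSO, to DSS or to both also remains among the open explanations, and these 12 libraries do not separate TSO from DSS.

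In IEC, 401 genes differed between TSO DSS and Veh Water, a comparison for which the main text of the paper gives no number of genes. The supplementary figures of the paper were not used here. At the authors' FDR under 0.05 and an absolute log2 ratio above 1, their deposited tables for IEC hold 655 genes for TSO DSS, 128 of them lower. They hold 463 for Veh DSS. Veh DSS rabbits differed from Veh Water by 10 genes in IEC, but TSO DSS and Veh DSS differed in IEC by only 1 gene (184 at an unadjusted p-value under 0.05), and an effect of TSO on top of DSS was thus not shown for the others. The 1 gene, ENSOCUG00000029087 of the mitochondrial genome, chosen after its values were seen, is listed at 0 in all 3 Veh DSS libraries and at 230 to 266 reads in TSO DSS; other mitochondrial genes are also listed at 0 in single libraries, as described among the other observations. Of the 10 splits of the libraries, 1, the real one, gave as many genes as TSO DSS against Veh Water, and the highest count among the others was 3; for Veh DSS against Veh Water it was likewise 1 of 10, and for TSO DSS against Veh DSS 6 of 10, with 29 genes in the highest other split. Groups of 3 rabbits cannot give a share under 0.1. Lamina propria cells among the isolated IEC were weighed as a source of the 389 higher genes, and the tables do not decide on them. Such cells cannot raise a gene above its level in LPMC, but only 18 of the 389 genes lay above all 3 LPMC libraries of TSO DSS rabbits in all 3 IEC libraries, where equal levels would give 19.4 by chance (5%); 157 did so by their means. The 389 genes gained a median of 66.7% of their level in LPMC of TSO DSS rabbits. In comparison, 55 genes at least 4 times higher in LPMC than in IEC, and little changed in LPMC by TSO DSS, gained a median of 4.53% of theirs, with an upper quartile of 38.5%, and 10% of the 55 gained more than 70.2%, as did 184 of the 389 genes. Of the 218 genes enriched in LPMC, 94 rose and 28 fell by more than 1 on the log2 scale in IEC, and 53 were among the higher genes, 13.6% of these against 1.9% of the tested genes. Their median log2 change was 0.83, 1.62 and -0.39 in TSO DSS rabbits 1, 2 and 3, whereas the 389 genes rose in each rabbit, by medians of 2.1, 1.89 and 1.5. The 64 genes enriched in IEC had a median of -0.59, with -0.7, -0.14 and -1.59 in TSO DSS rabbits 1, 2 and 3. More lamina propria cells in the IEC of TSO DSS rabbits and a change of the epithelial cells themselves thus cannot be told apart, since the levels overlap and the rabbits differ. Without TSO DSS rabbit 1, 127 genes were called.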

How the results depend on the processing

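Across the 8 comparisons and 3 interactions, 42 of 99 counts under alternatives other than leaving out a rabbit were within 1.5 times the main count, 34 were higher and 23 lower. In LPMC of TSO DSS against Veh Water, the lower genes outnumbered the higher genes under every alternative that called any. In IEC of TSO DSS against Veh Water, the higher genes did. Unless a cause is named, the cause was not tested.

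Count tests on the recovered reads other than quasi-likelihood gave more genes. With DESeq2, 1120 genes were called in LPMC for TSO DSS against Veh Water, 234 for Veh DSS, 144 for TSO Water and 244 for TSO DSS against Veh DSS; in IEC, the same comparisons gave 746, 403, 23 and 31. DESeq2 called 56 genes for the interaction of TSO with DSS in LPMC, 5 for that of cell type with TSO Water and 798 for that of cell type with TSO DSS. The likelihood ratio test of edgeR gave 1252, 256, 156 and 283 genes in LPMC and 845, 400, 24 and 37 in IEC, in the same order. In IEC of Veh DSS rabbits most of these were higher, 385 against 18 lower with DESeq2 and 367 against 33 with the likelihood ratio test, as were 246 against 56 without Veh DSS 1, whereas limma over all rabbits called 3 higher and 7 lower. The quasi-likelihood test, chosen after the data were seen, gave 3 genes in place of 14 for LPMC Veh DSS, 0 in place of 3 for LPMC TSO Water (394 at an unadjusted p-value under 0.05), 2 in place of 10 for IEC Veh DSS and 0 in place of 1 for IEC TSO DSS against Veh DSS (192 unadjusted). The other counts stayed within 1.5 times under it.

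With the unadjusted p-value, which accepts more genes by construction, 1645, 607, 372 and 729 genes passed in LPMC and 1110, 721, 188 and 184 in IEC. The genes shared between LPMC comparisons then rose from 4 to 127 higher and from 2 to 313 lower for TSO DSS and Veh DSS, from 3 to 116 higher and from 0 to 41 lower for TSO DSS and TSO Water, and from 0 to 73 higher and from 0 to 16 lower for Veh DSS and TSO Water. With the likelihood ratio test they were 88 and 85, 83 and 9, and 27 and 3.

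With all 12 libraries of a cell type sharing the estimate of the spread, the LPMC counts were 1124, 0 (583 unadjusted), 0 (298 unadjusted) and 102, and the IEC counts 127, 3, 2 and 0 (223 unadjusted). Scaling by library size only gave 7 genes in LPMC Veh DSS and 2 in IEC TSO Water. Under it the median log2 fold change of all genes shifted to -0.26 in IEC TSO DSS, -0.24 in IEC TSO Water, -0.12 in IEC Veh DSS and -0.14 in IEC TSO DSS against Veh DSS, against -0.02, -0.02, -0.05 and -0.01. A pseudocount of 0.1 gave 7 genes in LPMC Veh DSS, and no filter gave 1 in LPMC TSO Water. Reads thinned to the smallest library, chosen after the data were seen, gave 5 genes in LPMC Veh DSS, 8 in LPMC TSO Water and 134 in the interaction of cell type with TSO DSS.

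The replicate number as a block gave 72 genes for TSO DSS against Veh Water in LPMC and 202 in IEC. The block gave 0 genes for LPMC Veh DSS (576 unadjusted), LPMC TSO Water (342 unadjusted), IEC Veh DSS (819 unadjusted) and IEC TSO DSS against Veh DSS (135 unadjusted). The numbers do not pair the rabbits of different groups, since libraries with the same number correlated between -0.43 and 0.38, so these counts do not measure the strength of an effect. In the interactions of cell type, where the rabbit is a true pair, the block gave 200 and 0 genes against 212 and 0 without it, with 189 unadjusted for TSO Water.

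With rabbits of room A only, 22 genes were called for TSO DSS against Veh Water in LPMC and 0 for Veh DSS in IEC (597 unadjusted), fits that lack 1 of the 3 Veh Water rabbits. For TSO Water the room A rabbits gave 6 genes in LPMC and 1 in IEC. With the room as a covariate, chosen after the data were seen, TSO Water gave 0 genes in LPMC (362 unadjusted) and 0 in IEC (200 unadjusted). TSO DSS and Veh DSS rabbits were all in room A, so this alternative changes nothing for them and has no value.

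Leaving out 1 rabbit at a time gave 0 (without Veh Water 2) to 1720 (without TSO DSS 2) genes in LPMC TSO DSS, 0 (without Veh Water 2 or Veh DSS 3) to 34 (without Veh DSS 1) in LPMC Veh DSS, 0 (without Veh Water 3 or TSO Water 3) to 6 (without Veh Water 1) in LPMC TSO Water, 127 (without TSO DSS 1) to 411 (without TSO DSS 3) in IEC TSO DSS, 0 (without Veh Water 1 or 3) to 302 (without Veh DSS 1) in IEC Veh DSS, and 0 to 3 (without Veh Water 1) in IEC TSO Water, each against Veh Water. For TSO DSS against Veh DSS it gave 0 to 655 (without TSO DSS 2) in LPMC and 0 to 2 (without Veh DSS 1 or TSO DSS 2) in IEC. For the interactions, where it was chosen after the data were seen, it gave 0 to 26 (without Veh DSS 2) for TSO with DSS in LPMC, 0 to 2 for cell type with TSO Water and 0 (without TSO DSS 1) to 376 (without TSO DSS 2) for cell type with TSO DSS. Counts also moved by more than 1.5 times in LPMC Veh DSS without Veh Water 3 (1) or Veh DSS 2 (2), in LPMC TSO DSS without Veh Water 1 (22), Veh Water 3 (220) or TSO DSS 1 (99), in LPMC TSO Water without TSO Water 1 (1), in IEC TSO DSS without Veh Water 3 (211), in IEC Veh DSS without Veh Water 2 (2) or Veh DSS 2 (4), and in IEC TSO Water without TSO Water 1 or 2 (1 each). In the interactions they did so for TSO with DSS without TSO DSS 2 (21), Veh DSS 1 (3) or TSO Water 3 (1), for cell type with TSO Water without Veh Water 1 or TSO Water 3 (2 each) or TSO Water 1 (1), and for cell type with TSO DSS without Veh Water 1 (30), 2 (5) or 3 (87). The fits with 0 genes had 133 or more genes at an unadjusted p-value under 0.05 in the IEC comparisons and 121 or more elsewhere.

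Of the 10 splits of the 6 libraries of a comparison, the real one included, 1 gave as many called genes as the real one for LPMC TSO DSS and for LPMC Veh DSS, which was the real one itself. The highest other split gave 2 genes against 633 and 7 against 14. For LPMC TSO Water, 3 of 10 gave as many. With 10 splits no share can fall under 0.1. Where the real count was 0, each split gives as many by construction, so the 10 of 10 for IEC TSO Water, for LPMC TSO DSS against Veh DSS and, over whole rabbits, for cell type with TSO Water, and the 100 of 100 drawn splits for TSO with DSS in LPMC, decide nothing. The highest counts of their other splits included 259 for IEC TSO Water and 743 for cell type with TSO Water. Both splits put the rabbits of room B, Veh Water 1 and TSO Water 2, together with TSO Water 3; room B against room A itself, with TSO in the fit, gave 2 genes in IEC and 0 in LPMC (199 unadjusted).

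Clustering put 22 of the 24 libraries with their cell type under Euclidean distance and complete linkage and 24 under the other alternatives. The 4 named genes kept their direction with a pseudocount of 0.1, with library size only, with no filter, under both edgeR tests and without each rabbit, the alternatives for which they were followed one by one; the adjusted p-value of 1 of them, ENSOCUG00000014009, rose above 0.05 with a pseudocount of 0.1 and under the quasi-likelihood test. Over these alternatives it lay between 0.00258 and 0.155. For the 4 genes together, 14 of the 24 fits that left out a rabbit gave an adjusted p-value above 0.05. Tests of gene lists, of list scores against histology and of the selected genes of Fig. 6D were not run, since no symbols were matched to the identifiers here. The smallest library, LPMC TSO DSS 3, limits which low genes of that group can be seen at all: 81 of the 544 lower genes had 3 or fewer reads in all TSO DSS libraries, and the size of their fall is known only as a bound.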

Differences from the paper's values

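In LPMC, Fig. 6 gives about 110 over-expressed mRNAs, read by eye, for Veh DSS against Veh Water, where limma called 7 genes higher. Among the alternatives set before the data were examined, DESeq2 with 134 and the likelihood ratio test of edgeR with 150 came within 1.5 times of the paper's value and the others did not. For under-expressed mRNAs in Veh DSS the paper's value is about 35 in Fig. 6, read by eye, against 7 here; DESeq2 gave 100 and the likelihood ratio test 106, and none of the alternatives set before the data were examined closed the gap.

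For TSO Water against Veh Water in LPMC, the paper's values are about 96 over-expressed and about 7 under-expressed mRNAs in Fig. 6, read by eye, and limma called 3 higher and 0 lower, with 103 lower at an unadjusted p-value under 0.05. DESeq2 with 134 and the likelihood ratio test with 141 came within 1.5 times for the higher genes, and DESeq2 with 10 for the lower genes, where the likelihood ratio test gave 15. The other alternatives set before the data were examined did not.

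The overlaps of Fig. 6 are drawn as about 29 mRNAs under-expressed in both TSO DSS and Veh DSS, against 2 here, and about 5 under-expressed in both TSO DSS and TSO Water, against 0 here (41 unadjusted). About 48 and about 34 are drawn as over-expressed in TSO DSS and also in Veh DSS or in TSO Water, read by eye and without a statement of whether the mRNAs of all groups are included, against 4 and 3 here. The likelihood ratio test gave 85, 9, 88 and 83, and the unadjusted p-value 313, 41, 127 and 116, so that neither of the alternatives set before the data were examined closed these gaps.

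The counts in the text of the paper for TSO DSS against Veh Water in LPMC, 511 genes with 423 lower and 88 higher, were within 1.5 times of the 633, 544 and 89 found here. In the authors' deposited table of this comparison, 810 genes are lower and 244 higher at the authors' FDR under 0.05 and an absolute log2 ratio above 1. The authors' deposited tables for LPMC hold 73 lower and 172 higher genes for Veh DSS and 15 lower and 138 higher for TSO Water by the same thresholds. For IEC they hold 128 lower and 527 higher genes for TSO DSS, 39 and 424 for Veh DSS, and 12 and 21 for TSO Water.

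The paper states a strong effect of TSO in LPMC and a milder one in IEC. Between TSO Water and Veh Water, which differ in TSO alone, the difference between the cell types passed the threshold for 0 genes (161 unadjusted) in limma and for 5 in DESeq2. The paper also states that TSO limited the expression of genes of innate inflammation in LPMC of DSS treated animals. Its rt-qPCR of selected transcripts was not analysed here. TSO DSS and Veh DSS differed by 0 genes in LPMC (729 unadjusted) in limma, by 244 in DESeq2, by 283 in the likelihood ratio test and by 102 with the spread estimated over all 12 libraries.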

Other observations

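Tests of explanations in this part were chosen after the results were seen.

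In the LPMC libraries, 40 genes had 0 reads in all 12 libraries, of 139540846 reads in total, although each had reads in all 12 IEC libraries and a mean above 1 CPM (reads scaled to a common total) there. All 40 lie on chromosome 2, where 866 of 1157 genes have reads in LPMC. Together they took 0.152% to 2.66% of the reads of an IEC library. The largest, ENSOCUG00000025374, singled out after its values were seen, had 7595 to 193743 reads in IEC. A lack of reads is excluded, since at the lowest share of reads seen in an IEC library the smallest LPMC library would have held 5594 reads of these genes. An absence of transcription in LPMC also runs against the tables: all 8932 genes of other chromosomes that were as abundant in IEC had reads in LPMC, and at 2.9% of the IEC level, the lowest that any of them kept, 30906 reads of the 40 genes would have been left in LPMC. Across the 12 IEC libraries, ENSOCUG00000025374 followed ENSOCUG00000027219 of chromosome 15, the most abundant gene of LPMC, with Pearson's r = 0.993 and Spearman's rho = 0.972 (permutation p = 2e-05 for both, two-sided, the smallest that these permutations can give, 1 relation chosen after a search over all genes), and r = 0.984 without the 2 libraries farthest from the median. Of 40 genes that followed ENSOCUG00000027219 with r above 0.9 in IEC, 36 were at 0 in LPMC and on chromosome 2; the 3 on other chromosomes were 11.8 to 28.3 times higher in LPMC than in IEC. A candidate explanation is that reads of these genes were left out when the LPMC libraries were counted or filtered, which could not be tested from the deposited values. If the ratio to ENSOCUG00000027219 seen in IEC, at its lowest 2.8 reads per read, held in LPMC, these genes would add 8.7% to 30.5% to the counted reads of an LPMC library. No explanation beyond these was tested. These 40 genes were left out of the sets of genes enriched in 1 cell type. They were not left out of the clustering, of the correlations between libraries or of the interactions of cell type with treatment. Their 0 in LPMC may not be a level of expression there. Whether any of the 212 genes called in the interaction of cell type with TSO DSS is among them was not checked.

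A further 10 abundant genes, 5 of them mitochondrial, were at exactly 0 in some libraries of a cell type and above 50 CPM in each of its other libraries, in 14 combinations of gene and cell type. ENSOCUG00000029101 of the mitochondrial genome, singled out after its values were seen, had 0 reads in IEC of Veh Water rabbit 1 and 264337 to 1923912 in the other IEC libraries. Too few reads are excluded, since at least 508 were expected in each case. A deletion or variant carried by the rabbit is argued against, since in 33 of 41 cases of a rabbit and gene the other cell type of the same rabbit had reads, at least 362. For 12 of the 14 combinations no other gene gained as much CPM in the libraries at 0, which argues against a transfer of the reads to a single other gene; in 2 combinations another gene rose as much, and with 1 or 2 libraries at 0 these cannot be told apart from chance. Reads left out as ambiguous between overlapping or similar genes may remain as an explanation, beside the 508 or more reads expected, and were not tested. Of the 10 genes, 2 were called in IEC of TSO DSS against Veh Water by limma, and 0 in LPMC of TSO DSS against Veh Water by limma or in the authors' deposited table.

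The lower genes of LPMC in TSO DSS rabbits were weighed against the isolation of the cells. Fewer epithelial cells among the isolated LPMC would lower the genes of IEC together, but of 63 genes at least 4 times higher in IEC than in LPMC, 9 fell and 5 rose by more than 1 on the log2 scale, and 0 of them were among the 544 lower genes. Of 219 genes at least 4 times higher in LPMC, 104 fell and 27 rose by more than 1, with a median log2 change of -0.74, and 69 were among the lower genes. The depth of LPMC library TSO DSS 3 did not account for the called genes, since 520 were called with all libraries thinned to its reads, against 633. A change in the kinds of cells within the lamina propria, and a change of expression within cells, stay open and were not tested. TSO DSS rabbits differed among themselves: across genes, the change from the Veh Water mean correlated between libraries 1 and 3 with r = 0.76, between 1 and 2 with 0.60 and between 2 and 3 with 0.41.

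The paper's own scores of the sequenced rabbits, from its supplement, are given for comparison. The paper's total histology scores are 13, 17 and 7.5 for TSO DSS rabbits 1, 2 and 3 and 17, 4 and 12.5 for Veh DSS rabbits 1, 2 and 3, means of 12.5 ± 4.77 and 11.17 ± 6.6 (SD, n = 3). They did not differ in a two-sided exact permutation test (p = 0.8, where 0.1 is the smallest possible with 3 against 3). The paper's disease activity index was 0.83 ± 0.29 in these TSO DSS and 1.58 ± 1.46 in these Veh DSS rabbits (SD, n = 3, exact permutation p = 0.9). The paper pools its own scores from separate experiments, so its comparison is not limited to the 12 sequenced rabbits. TSO DSS rabbit 2, without which the most genes were called in LPMC for TSO DSS against Veh Water (1720) and against Veh DSS (655), has the highest of the paper's histology scores in its group. In IEC of TSO DSS against Veh Water, 365 genes were called without this rabbit, against 401.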
